# Gut Microbiota-Testis Axis: FMT Mitigates High-Fat Diet-Diminished Male Fertility via Improving Systemic and Testicular Metabolome

**DOI:** 10.1128/spectrum.00028-22

**Published:** 2022-04-21

**Authors:** Yanan Hao, Yanni Feng, Xiaowei Yan, Liang Chen, Xiangping Ma, Xiangfang Tang, Ruqing Zhong, Zhongyi Sun, Manjree Agarwal, Hongfu Zhang, Yong Zhao

**Keywords:** obesity, HFD, AOS, A10-FMT, male infertility, blood metabolome, gut microbiota, testicular metabolome

## Abstract

High-fat diet (HFD)-induced obesity is known to be associated with reduced male fertility and decreased semen quality in humans. HFD-related male infertility is a growing issue worldwide, and it is crucial to overcome this problem to ameliorate the distress of infertile couples. For the first time, we discovered that fecal microbiota transplantation (FMT) of alginate oligosaccharide (AOS)-improved gut microbiota (A10-FMT) ameliorated HFD-decreased semen quality (sperm concentration: 286.1 ± 14.1 versus 217.9 ± 17.4 million/mL; sperm motility: 40.1 ± 0.7% versus 29.0 ± 0.9%), and male fertility (pregnancy rate: 87.4 ± 1.1% versus 70.2 ± 6.1%) by benefiting blood and testicular metabolome. A10-FMT improved HFD-disturbed gut microbiota by increasing gut *Bacteroides* (colon: 24.9 ± 1.1% versus 8.3 ± 0.6%; cecum: 10.2 ± 0.7% versus 3.6 ± 0.7%) and decreasing *Mucispirillum* (colon: 0.3 ± 0.1% versus 2.8 ± 0.4%; cecum: 2.3 ± 0.5% versus 6.6 ± 0.7%). A10-FMT benefited gut microbiota to improve liver function by adjusting lipid metabolism to produce n-3 polyunsaturated fatty acids, such as eicosapentaenoic acid (blood: 55.5 ± 18.7 versus 20.3 ± 2.4) and docosahexaenoic acid (testis: 121.2 ± 6.2 versus 89.4 ± 6.7), thus ameliorating HFD-impaired testicular microenvironment to rescue spermatogenesis and increase semen quality and fertility. The findings indicated that AOS-improved gut microbiota may be a promising strategy to treat obesity or metabolic issues-related male infertility in the future.

**IMPORTANCE** HFD decreases male fertility via upsetting gut microbiota and transplantation of AOS-benefited gut microbiota (A10-FMT) improves gut microbiota to ameliorate HFD-reduced male fertility. Moreover, A10-FMT improved liver function to benefit the blood metabolome and simultaneously ameliorated the testicular microenvironment to turn the spermatogenesis process on. We demonstrated that AOS-benefited gut microbiota could be applied to treat infertile males with obesity and metabolic issues induced by HFD.

## INTRODUCTION

Male infertility is a relatively common issue that is distressing for many couples of reproductive ages (1–4). Obesity is known to be associated with reduced male fertility and decreased semen quality in humans (5–9). HFD is a known risk factor for inducing obesity in animals and humans (6, 10). It has been reported that HFD decreases semen quality by lowering sperm concentration, reducing sperm motility, and increasing sperm abnormalities (1, 11). Recently, our group and others have found that gut dysbiosis (by HFD, anticancer drugs, or others) impairs spermatogenesis to diminish semen quality and/or male fertility (1, 11–13). Moreover, FMT was found to be an effective approach for ameliorating semen quality (12, 13).

Because obesity-related male infertility is a widespread global issue and HFD is one of its main causes, it is crucial to overcome this problem to ameliorate the distress of infertile couples (9, 14, 15). However, very few approaches have been successful. It is not understood whether gut microbiota could effectively ameliorate HFD decreased semen quality. Because dysbiosis of gut microbiota causes a reduction in semen quality, we proposed that recovering (or improving) the gut microbiota may improve or rescue semen quality or even restore male fertility. Therefore, we aimed to explore the beneficial improvement of AOS-modified gut microbiota on HFD-diminished semen quality and male fertility because it is effective in ameliorating semen quality in busulfan-treated subjects (12). Indeed, beneficial microbiota from AOS-dosed animals was demonstrated to significantly improve HFD induced decreases in sperm quality and male fertility.

## RESULTS

### A10-FMT improves HFD-diminished semen quality and male fertility.

In the current study, HFD significantly increased body weight compared to the control group, while fecal microbiota transplantation (FMT) from AOS dosed animals (A10-FMT) and control animals (Con-FMT) caused a decrease, compared to HFD (Fig. S1A). Consistent with other reports (1, 11), HFD decreased sperm concentration and sperm motility (Fig. 1B and C). A10-FMT significantly increased sperm concentration (to levels similar to the control) and sperm motility compared to that of HFD, while Con-FMT did not (Fig. 1B and C). Interestingly, A10-FMT rescued HFD-decreased male fertility through an elevation in the pregnancy rate and the number of offspring per litter; however, Con-FMT did not change these parameters (Fig. 1D and E). Data from the current investigation and our earlier reports (12, 13) confirm that A10-FMT does indeed improve spermatogenesis and male fertility.

**FIG 1:**
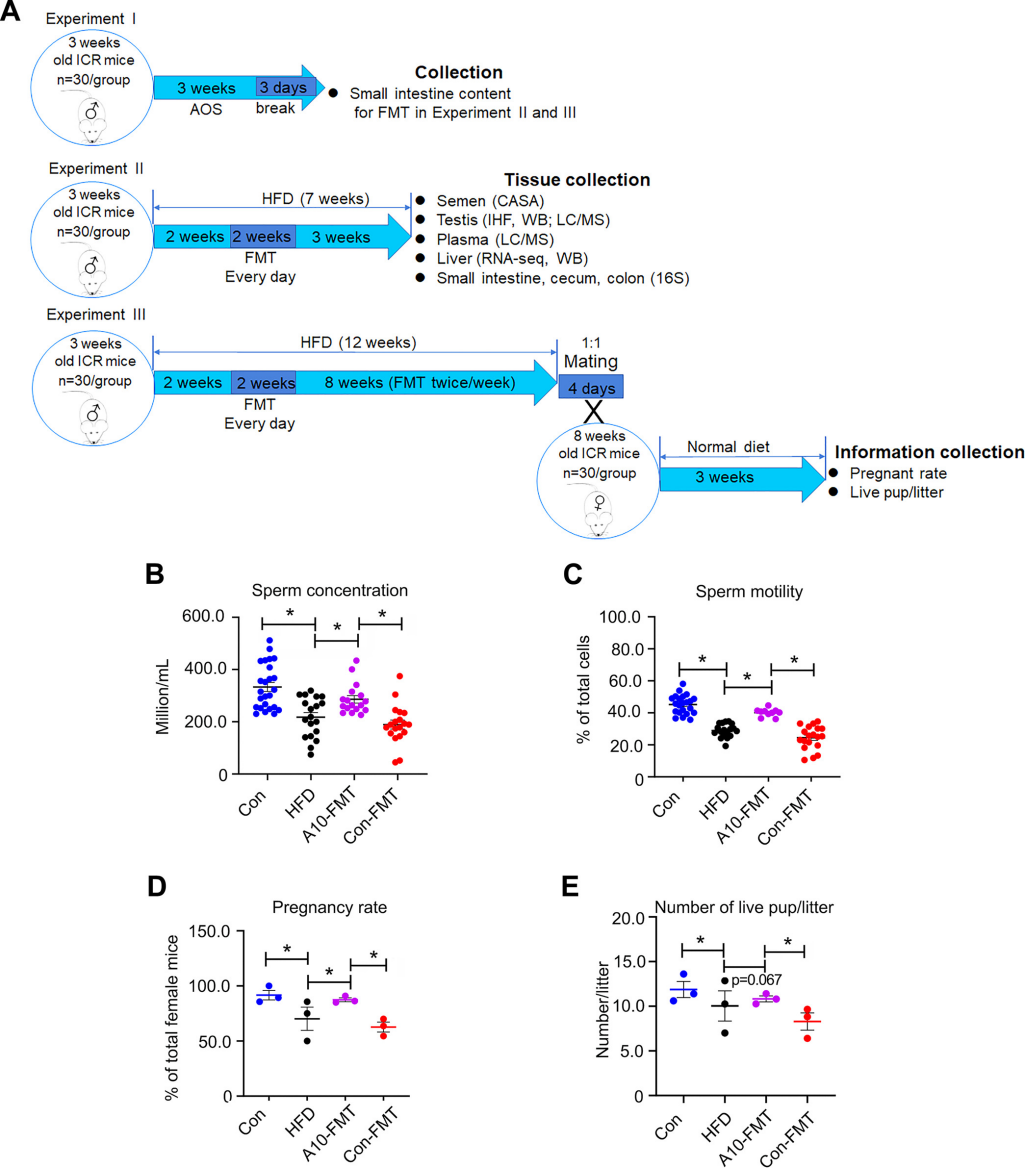
A10-FMT improved HFD-diminished semen quality and male fertility, and gut microbiota. (A) Experimental design. (B) Sperm concentration. The y-axis represents the concentration. The x-axis represents the treatment (*n* = 30/group). (C) Sperm motility. The y-axis represents the percentage of cells. The *x*-axis represents the treatment (*n* = 30/group). (D) Pregnancy rate (number of pregnant animals/total animals). (E) The average number of live pups/litter. *, *P* < 0.05.

### A10-FMT improves HFD-upset gut microbiota.

To explore how A10-FMT improves HFD-diminished male fertility, we investigated gut microbiota modification after HFD and/or A10-FMT treatment. In the current study, we separately explored the gut microbiota in the small intestine, cecum, and colon. Accordingly, the partial least squares discriminant analysis (PLS-DA) (at operational taxonomic unit [OTU]) clearly showed differences in bacterial composition between the HFD and Con-FMT groups (Fig. S1B, D, and F), and among HFD, A10-FMT (HFD +A10-FMT), and Con-FMT (HFD +Con-FMT) (Fig. 2A, D, and G). A10-FMT and Con-FMT increased the ratio of Bacteroidstes/Firmicutes in the cecum and colon (1, 12), which indicated that these two treatments benefited gut microbiota (Fig. 2B and E). At the genus level, the main changed gut microbiotas were *Mucispirillum* and *Bacteroides* (Fig. 2C, F, H, and I; Fig. S1C, E, and G). Compared to Con-FMT, HFD increased the amount of these two microbiotas in the colon and cecum but not in the small intestine (Fig. 2I). A10-FMT decreased *Mucispirillum* in the colon and cecum, while Con-FMT reduced *Mucispirillum* in the colon but not in the cecum (Fig. 2I). On the other hand, A10-FMT increased *Bacteroides* in the colon and cecum, while Con-FMT elevated *Bacteroides* in the colon but not in the cecum (Fig. 2I). In addition, compared to Con-FMT, HFD significantly increased the amount of *Lactococcus* in the small intestine. However, A10-FMT and Con-FMT did not change this microbiota (Fig. 2I).

**FIG 2:**
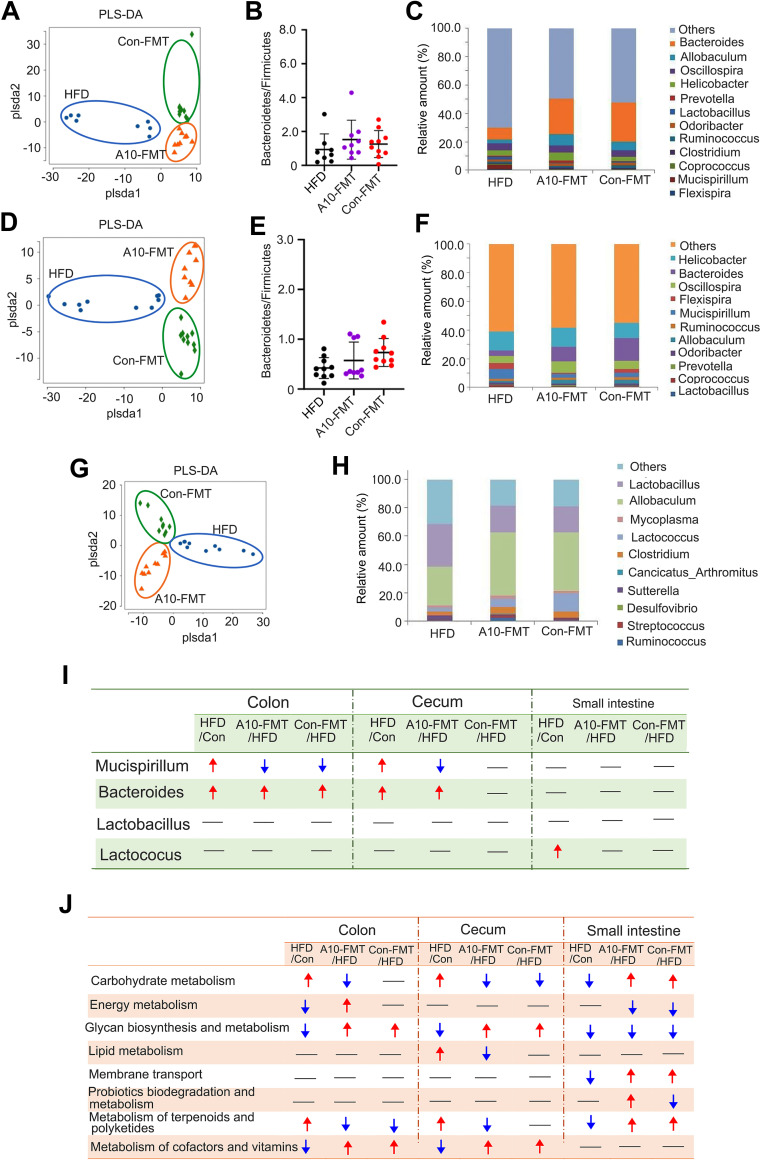
Gut microbiota changes among HFD, A10-FMT, and Con-FMT. (A) PLS-DA (OTU) of colon microbiota in HFD, A10-FMT, and Con-FMT groups. (B) The ratio of Bacteroidetes/Firmicutes in the colon in HFD, A10-FMT, and Con-FMT groups. (C) Colon microbiota levels at genus level in HFD, A10-FMT, and Con-FMT groups. The y-axis represents the relative amount (%). The x-axis represents the treatments. Different color represents different microbiota. (D) PLS-DA (OTU) of cecum microbiota in HFD, A10-FMT, and Con-FMT groups. (E) The ratio of Bacteroidetes/Firmicutes in cecum in HFD, A10-FMT, and Con-FMT groups. (F) Cecum microbiota levels at genus level in HFD, A10-FMT, and Con-FMT groups. The y-axis represents the relative amount (%). The x-axis represents the treatments. Different color represents different microbiota. (G) PLS-DA (OTU) of small intestine microbiota in HFD, A10-FMT, and Con-FMT groups. (H) Small intestine microbiota levels at genus level in HFD, A10-FMT, and Con-FMT groups. The y-axis represents the relative amount (%). The x-axis represents the treatments. Different color represents different microbiota. (I) Summary of the changed gut microbiota in colon, cecum, and small intestine in different treatments. The red arrow indicates increased microbiota in each comparison. The blue arrow indicates decreased microbiota in each comparation. (J) Summary of signaling pathways of changed microbiota genes by KEGG enrichment analysis. The red arrow indicates increased microbiota genes in each comparison. The blue arrow indicates decreased microbiota genes in each comparison.

The gut microbiota participates in host metabolism by interacting with host signaling pathways (16). Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of changed microbiota genes indicated that eight major signaling pathways were upset by HFD and recovered by A10-FMT and/or Con-FMT in the colon, cecum, and/or small intestine (Fig. 2J). Interestingly, the “lipid metabolism” pathway was upset by HFD while reversed by A10-FMT, and “probiotic biodegradation and metabolism” was changed in the opposite way by A10-FMT and Con-FMT (Fig. 2J). It is known that HFD upsets lipid metabolism because the host and gut microbiota interact together to support this process (16). Furthermore, it has been reported that the gut microbiota *Mucispirillum* is involved in lipid metabolism (2, 12), and it was increased by HFD while decreased by A10-FMT.

### A10-FMT-benefited gut microbiota improves liver lipid metabolism through bile acid-retinoic acid pathways to ameliorate HFD disrupted blood metabolome.

It is known that HFD induces obesity and increases blood lipid levels. Next, we explored the blood lipid status by studying total glycerides (TG) and total cholesterol (TC). Compared to the control group, HFD increased blood TG and TC levels, while A10-FMT and Con-FMT reversed TG to the level found in the control group (Fig. 3A and B). A10-FMT reduced blood TC to control group levels, but Con-FMT did not (Fig. 3B). The liver is the major organ for lipid synthesis and metabolism (15). HFD dramatically increased liver lipids, while A10-FMT showed a greater impact on reducing liver lipid content than Con-FMT (Fig. 3C; Fig. S2A). Blood metabolism analysis showed that there were distinct differences between the HFD and the control groups, A10-FMT and HFD or Con-FMT and HFD (Fig. S3A to C; Data Set S2). KEGG functional enrichment analysis of changed blood metabolites showed that HFD did significantly change blood bile acids via two functional pathways “bile secretion” and “primary bile acid synthesis” that were found in the HFD/Con (Fig. 3D). Another important functional pathway “fat digestion and absorption” was present for the HFD/Con (Fig. 3D). The functional pathway “insulin secretion” was only enriched in A10-FMT/HFD, and “phenylalanine, tyrosine, tryptophan biosynthesis” was only enriched in Con-FMT/HFD (Fig. 3D). “Choline metabolism” and “glycerophospholipid metabolism” were found in all three comparisons: HFD/Con, A10-FMT/HFD, and Com-FMT/HFD.

**FIG 3:**
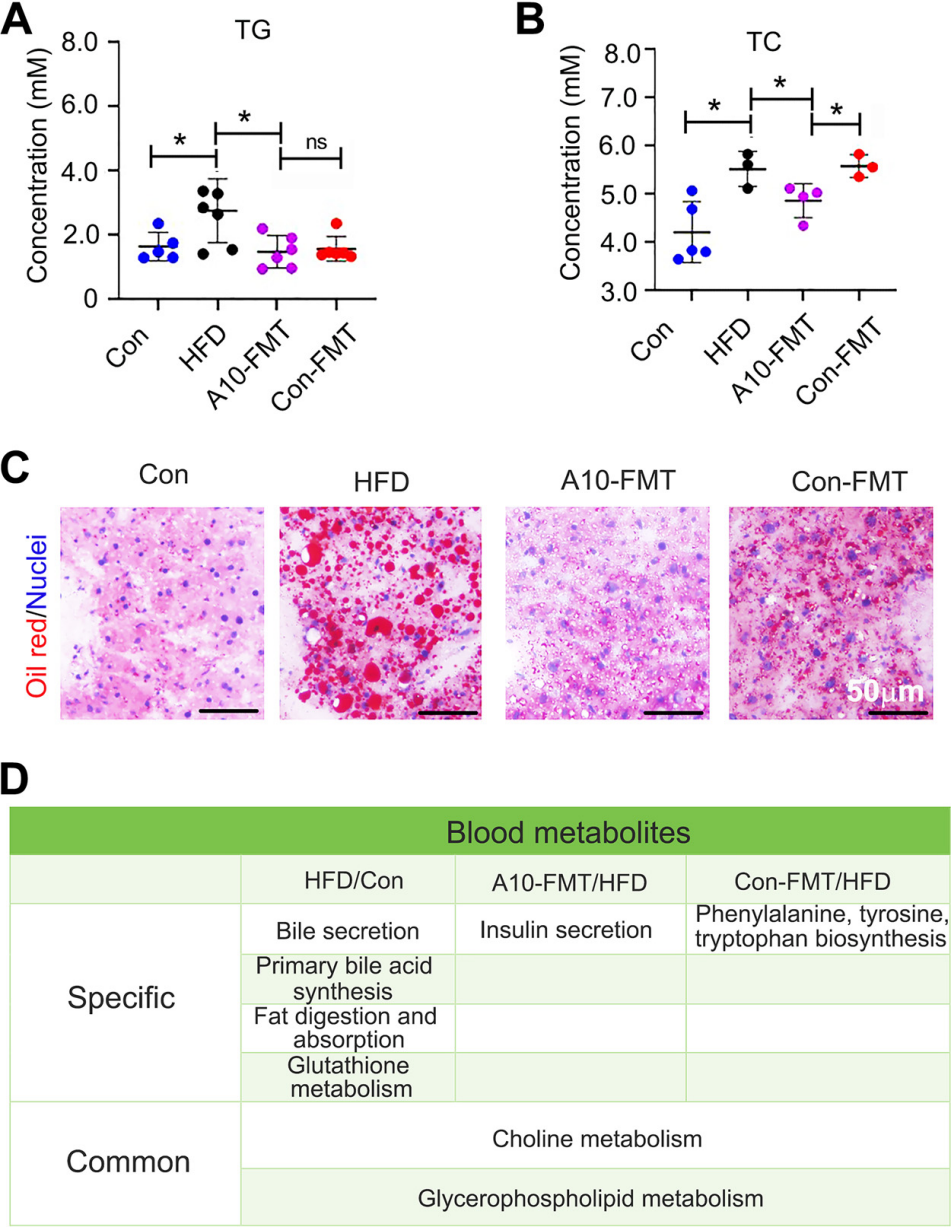
A10-FMT benefited blood metabolism and liver lipid metabolism. (A) Blood total glycerides (TG) levels changed by HFD, A10-FMT, and Con-FMT. The y-axis represents the concentration. The x-axis represents the treatment. *, *P* < 0.05. (B) Blood total cholesterol (TC) levels changed by HFD, A10-FMT, and Con-FMT. The y-axis represents the concentration. The x-axis represents the treatment. *, *P* < 0.05. (C) Liver lipid status by oil red staining. Scale bar: 50 mm. (D) Summary of functional pathways of changed blood metabolites by KEGG enrichment analysis. The blood metabolites were determined by HPLC quantification.

Moreover, we found that HFD increased blood bile acids levels while A10-FMT decreased them (Fig. 4A). All these results suggested that the liver bile acid signaling pathway would change and that HFD increased the protein levels of the bile acid receptor FXR, which was decreased by A10-FMT and Con-FMT (Fig. 4B). Bile acids play vital roles in intestinal nutrient absorption and biliary secretion of lipids (17–19). Moreover, bile acids and the retinoic acid (RA) signaling pathway interact together to regulate lipid metabolism (20–22). The liver RNA-seq analysis showed that lipid metabolism-related signaling functional pathways were enriched for genes decreased by HFD while increased by A10-FMT (Fig. 4C; Fig. S2B). Moreover, the “retinol metabolism” signaling pathway was enriched for those genes increased by HFD while decreased by A10-FMT (Fig. 4D). 

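Liver RNA was sequenced from 12 mice of the 10-week time point, 3 each from the control (Con), HFD, Con-FMT and A10-FMT groups. The authors mapped the reads to reference genes with SOAPaligner and deposited the expression of each gene in each liver as RPKM, rounded to 2 decimals. The paper's text does not name the genome build, the annotation or the strandedness. The alignment settings it gives report every hit of a read, so that reads of near-identical genes, such as those of the Cyp, Ugt and Saa families, could have counted for more than 1 member. The depth of the libraries is unknown, because RPKM values carry no read numbers. The values that follow are over all 18 deposited livers, among them those of further groups introduced below. The step in RPKM that 1 read is worth was estimated on 105 sparsely read genes and had mean ratios from 0.982 to 1.03 between libraries. Only values close to a gene's smallest were used, so that large differences in depth could not show. The RPKM of a liver summed to between 692303 and 806937 (median 741790), and between 14512 and 14982 genes were above 0. The 10 most abundant genes of a liver held from 29.8% to 39.0% of its RPKM.
The same table held 6 further livers, which the paper does not report. Of these, 3 were of mice given AOS on the HFD and 3 of mice given AOS whose labels name no diet. The latter were taken to be on the regular diet. In the comparisons of the paper's groups, the 6 further livers entered only the choice of genes tested and the estimate of the spread between mice, so that 18 livers were fitted together. Values were taken as log2(RPKM + 1) for the 10507 genes with an RPKM of at least 1 in at least 3 livers, and groups were compared with limma (lmFit, and eBayes with a trend), two-sided, with Benjamini-Hochberg adjustment over all genes tested. Fold changes are on the log2(RPKM + 1) scale, which understates the change of genes with low RPKM. The paper's methods name DEGseq with an FDR of at most 0.001 and an absolute log2 ratio of at least 1, a test that needs read numbers and was not run here. The same cut-offs were applied to the limma values. There were 8 lists of genes of lipid, retinol, bile acid and oxidative metabolism, written before the data were examined, in place of Metascape's terms. They were tested with limma's camera at a preset inter-gene correlation of 0.01 and adjusted over 8 lists and 3 comparisons.
The third Con liver was not independent of the others by its values. Among 116 genes whose RPKM differed by a log2 of at least 1 between Con replicates 1 and 2, Con replicate 3 lay between these for 99.1%. A weighted mean of 0.53 parts of replicate 1 and 0.47 parts of replicate 2 matched it with a median absolute log2 difference of 0.0584. For the third liver given AOS without a named diet, the weights were 0.36 and 0.64 and the difference 0.0769 over 103 genes. In the 12 livers of the other 4 groups, the best weighted mean of the other livers of a group differed by 0.338 to 0.580. The spread of the Con group therefore rests on fewer than 3 independent values. With the third Con and AOS livers left out, a setting chosen after seeing the data, 0 genes changed between HFD and Con at an adjusted p under 0.05 (1076 at an unadjusted p under 0.05), against 40 with all livers.

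**Figure D1:**
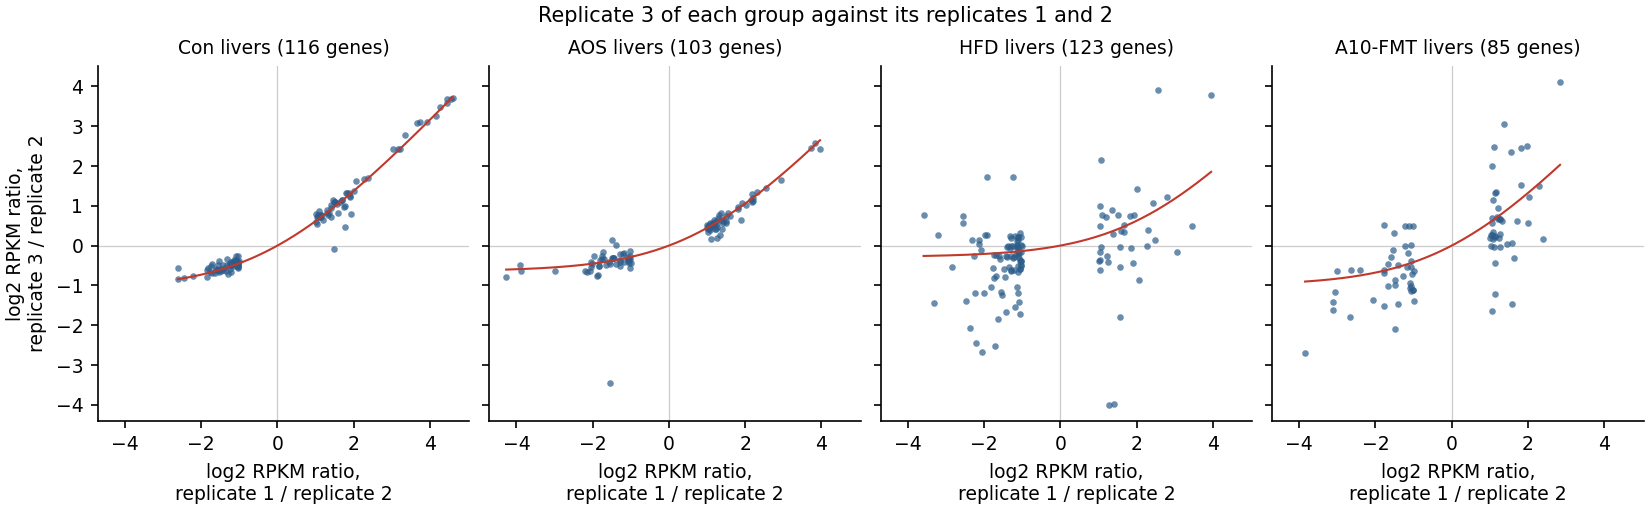
Log2 RPKM ratio of replicate 3 over replicate 2 (y axis) against that of replicate 1 over replicate 2 (x axis) in the livers of 4 groups, with a point for each gene that differed by a log2 of at least 1 between replicates 1 and 2. The line is the best weighted mean of replicates 1 and 2, which the points of Con (weight 0.53 on replicate 1) and AOS (0.36) follow, while those of HFD and A10-FMT scatter around it.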

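Between HFD and Con livers, 40 genes changed at an adjusted p under 0.05, of which 31 were higher and 9 lower in HFD. The number went from 0 without Con replicate 1 (1100 at an unadjusted p under 0.05) to 178 without Con replicate 2. Between A10-FMT and HFD livers, 693 genes changed, 275 higher and 418 lower in A10-FMT, with 271 genes without A10-FMT replicate 2 and 1218 without A10-FMT replicate 3. When each library's median was set equal, the setting that moved the balance most, 609 genes were higher and 475 lower. All 17 clock genes tested moved between these groups as a later hour of collection in A10-FMT needs. The paper's text does not give the hour. Genes called increased or decreased by A10-FMT here and below are therefore differences between livers, which the hour of collection could produce in part. Between Con-FMT and HFD livers, only Ablim3 changed in the fit of all 18 livers, from 7.17 ± 0.500 RPKM (SD, n = 3) in HFD to 3.35 ± 0.150 (SD, n = 3) in Con-FMT. Its log2 fold change was -0.91 (standard error 0.10, adjusted p = 0.00170 from limma). Without HFD replicate 1, 13 genes changed. In the direct comparison of A10-FMT with Con-FMT, 177 genes changed, 48 higher and 129 lower in A10-FMT, from 51 without Con-FMT replicate 2 to 564 without A10-FMT replicate 3. The 3 livers of one group lay wholly above or below the 3 of the other for 23.4% of genes in A10-FMT against HFD and 10.1% in Con-FMT against HFD, where chance gives 10%. In HFD against Con it was 18.5%, where chance gives 20% if Con replicate 3 lies between the other Con livers.
At the paper's cut-offs, 0 genes changed between HFD and Con, 39 between A10-FMT and HFD (11 higher, 28 lower) and 0 between Con-FMT and HFD. At an unadjusted p under 0.05 with the same fold change, the numbers were 55, 119 and 27 genes. Without Con replicate 2, 10 genes reached the cut-offs in HFD against Con, and in A10-FMT against HFD the number went from 18 without A10-FMT replicate 1 to 74 without A10-FMT replicate 3.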

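The list of lipid catabolism genes held 67 tested genes of fatty acid oxidation and lipolysis. Its median log2 fold change was 0.25 in HFD against Con, with 58 of the 67 genes higher in HFD (limma camera, adjusted p = 2.62e-09). The median went from 0.16 without Con replicate 1 to 0.36 without Con replicate 2. No other split of the 6 livers gave as large a median (exact permutation p = 0.1, two-sided, the smallest that 3 livers against 3 allow, if Con replicate 3 counts as independent). In all, 4 members passed the threshold over all genes and 29 did when adjusted over the list alone, 27 higher and 2 lower. The 4 were Hadhb, Acad10, Crot and Slc27a2, all higher in HFD, against 0.198 that chance would place among the 31 genes increased by HFD (one-sided Fisher's exact test, adjusted p = 0.000668 over 32 tests). Their number was 0 without Con replicate 1 or 3, from 1 to 3 without a single HFD liver, 12 without Con replicate 2, and 1 with each library's median set equal, with only the groups compared or with a replicate block, so that the p value holds for the 4 alone. None of the 9 genes decreased by HFD belonged to the list. The RPKM of Hadhb, which encodes the beta subunit of the mitochondrial trifunctional protein, was 66.7 ± 8.45 (SD, n = 3) in Con and 98.5 ± 0.906 (SD, n = 3) in HFD, a log2 fold change of 0.56 (standard error 0.08, adjusted p = 0.0175 from limma). With the third Con and AOS livers left out, its adjusted p was 0.194, within a range of 0.000797 to 0.194 over 12 alternatives.
In A10-FMT against HFD, the median of the lipid catabolism list was 0.07, with 40 of 67 genes higher in A10-FMT (limma camera, adjusted p = 0.104, from 0.0122 to 0.894 over 14 alternatives). It was under 0.05 without A10-FMT replicate 1 or HFD replicate 1. Of the genes increased by A10-FMT, 3 of 275 were members (Acaa1a, Eci2 and Ppara, named after their values were seen) where chance gives 1.75, and of those decreased by A10-FMT, 4 of 418 were members where chance gives 2.67 (one-sided Fisher's exact test, adjusted p = 0.719 for both). The former number went from 0 without A10-FMT replicate 2 or HFD replicate 3 to 7 without HFD replicate 1, and the latter from 2 to 8 without A10-FMT replicate 3. With each library's median set equal, 8 of 609 genes increased by A10-FMT were members where chance gives 3.88 (Fisher's exact test, adjusted p = 0.416, unadjusted p = 0.0390). The triglyceride metabolism list had a median of 0.10 in HFD against Con (limma camera, adjusted p = 0.491), from 0.01 without Con replicate 1 to 0.20 without Con replicate 2. In A10-FMT against HFD it was 0.11, with 31 of 55 genes higher (limma camera, adjusted p = 0.0412, from 0.0123 to 0.894 over 14 alternatives). Without A10-FMT replicate 2, the latter median was 0.04. Its members made up 0 of the 9 genes decreased by HFD and 5 of the 275 increased by A10-FMT (adjusted p = 0.151 by Fisher's exact test), or 7 of 609 with each library's median set equal (adjusted p = 0.416). Among them, Dgat2, which encodes a diacylglycerol acyltransferase, went from 147 ± 20.6 RPKM (SD, n = 3) in HFD to 241 ± 30.4 (SD, n = 3) in A10-FMT, and was 142 ± 10.6 (SD, n = 3) in Con. Its log2 fold change in A10-FMT against HFD was 0.71 (standard error 0.12, adjusted p = 0.00284 from limma, from 0.00186 to 0.0738 over 12 alternatives).
The list of cholesterol and steroid synthesis fell by 0.64 in A10-FMT against HFD at its median, with all 27 genes lower in A10-FMT (limma camera, adjusted p = 3.19e-05). The median went from -0.90 without A10-FMT replicate 3 to -0.40 without A10-FMT replicate 1. The mean of the list in log2 was 4.44, 4.56 and 5.53 in the A10-FMT livers and 5.13, 5.70 and 5.54 in the HFD livers, so that A10-FMT replicate 3 lay within the HFD range. Here 2 of the 10 splits of the 6 livers gave as large a median (exact permutation p = 0.2). In HFD against Con its median was -0.13 (limma camera, adjusted p = 0.0139), and 0.02 without HFD replicate 1. Fatty acid synthesis and desaturation had medians of -0.15 in HFD against Con (limma camera, adjusted p = 0.00393) and -0.13 in A10-FMT against HFD (adjusted p = 0.710). The former was -0.01 without HFD replicate 1, and the latter 0.01 without A10-FMT replicate 1. Of the 8 lists, camera placed 4 past the threshold in HFD against Con, 2 in A10-FMT against HFD and 4 in Con-FMT against HFD. Under fry, which takes the correlation between genes from the data, lipid catabolism (adjusted p = 0.0447) and bile acid synthesis and transport (adjusted p = 0.0196) stayed past it in HFD against Con. No list did in the other comparisons, and with camera's estimated inter-gene correlation none did in any. The paper states an enrichment of lipid metabolism pathways for genes decreased by HFD while increased by A10-FMT (Fig. 4C), a joint set that held 0 genes here at an adjusted p under 0.05.

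**Figure D2:**
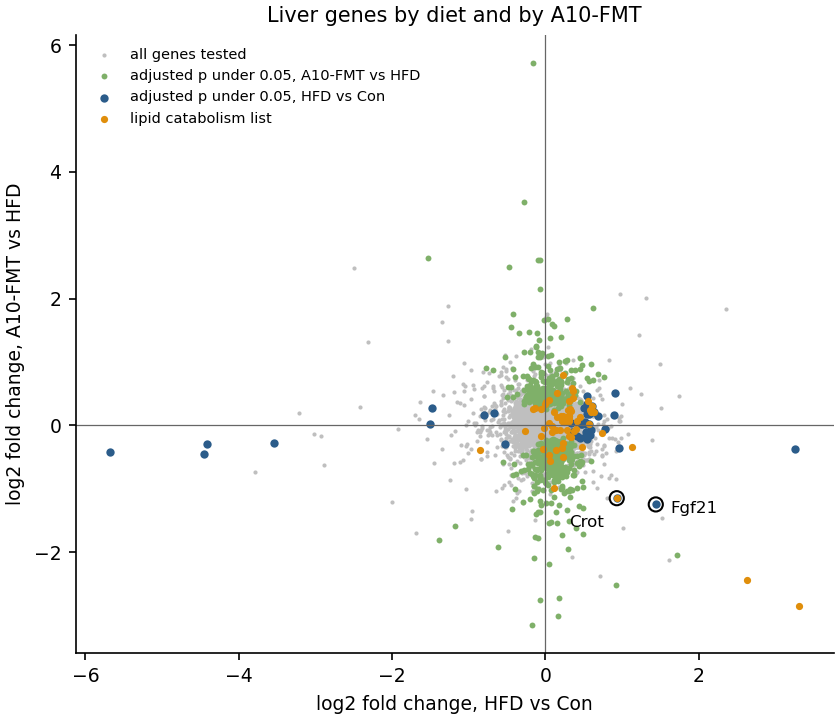
Log2 fold change of each of the 10507 genes tested in A10-FMT against HFD (y axis) and in HFD against Con (x axis), with genes past an adjusted p of 0.05 in green and blue and the lipid catabolism list in orange. Of the 67 orange points, 58 lie right of 0 and 40 lie above 0, and the circles mark Crot and Fgf21, the genes past the threshold in opposite directions in both comparisons.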

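The retinol metabolism list, modelled on the KEGG pathway of that name, had 65 tested genes, most of them from the Cyp and Ugt families, whose members share sequence and whose single values are uncertain for that reason. Its median log2 fold change was 0.03 in HFD against Con, with 35 genes higher and 30 lower in HFD (limma camera, adjusted p = 0.320), and changed sign to -0.03 when each library's median was set equal. In A10-FMT against HFD it was -0.03, with 31 higher and 34 lower in A10-FMT (limma camera, adjusted p = 0.882), and changed sign to 0.01 in that setting. The medians also changed sign without HFD replicate 2, to -0.02 and 0.03, and the former did without Con replicate 1, to -0.00. Of the 10 splits of the 6 livers, 9 gave as large a median in HFD against Con and 7 in A10-FMT against HFD (exact permutation p = 0.9 and 0.7, the former if Con replicate 3 counts as independent). Without its Cyp and Ugt members, the list of 22 genes had a median of 0.07 in A10-FMT against HFD. Adjusted over the list alone, 15 members changed in HFD against Con, 8 higher and 7 lower, and 12 in A10-FMT against HFD, 5 higher and 7 lower. Over all genes, 0 members changed in HFD against Con (21 at an unadjusted p under 0.05). In A10-FMT against HFD, 3 members were increased (Adh7, Rdh9 and Ugt1a6b) and 4 decreased (Cyp26a1, Cyp3a44, Cyp4a10 and Cyp4a14), some of these named after their values were seen, where chance gives 1.70 and 2.59 (one-sided Fisher's exact test, adjusted p = 0.719 for both). Both numbers were 0 without A10-FMT replicate 1 or 2 or without HFD replicate 2 or 3.
With genes taken by an absolute log2 fold change of at least 1 and no test, a setting chosen after seeing the data, the list made up 3 of 19 genes increased by HFD (Fisher's exact test, adjusted p = 0.00183 over 56 tests) and 7 of 77 decreased by A10-FMT (adjusted p = 1.19e-05). It also made up 5 of 54 genes decreased by HFD (Fisher's exact test, adjusted p = 0.000272). Other lists were enriched in the same sets, lipid catabolism with 3 of the 19 (adjusted p = 0.00183 by Fisher's exact test), and cholesterol and steroid synthesis (adjusted p = 1.86e-06) and biological oxidations (adjusted p = 0.00183) with 6 of the 77 each. Of these, 2 of the 3 lipid catabolism genes and 5 of the 6 biological oxidations genes also belong to the retinol list, while the cholesterol genes do not. Members increased by HFD and decreased by A10-FMT were Cyp3a44, Cyp4a10 and Cyp4a14, or 3 of 7 genes (Fisher's exact test, adjusted p = 0.000145). All 3 also belong to the list of female-biased genes of the closing section. The RPKM of Cyp3a44 was 0.32, 7.98 and 8.37 in the HFD livers, so that HFD replicate 1 lay within the Con livers (0.30 to 0.59). The same Cyp4a10 and Cyp4a14 were 2 of the 7 for lipid catabolism (adjusted p = 0.00513 by Fisher's exact test) and for biological oxidations (adjusted p = 0.0144). Of 100 simulations of unchanged groups with shared libraries, 19 gave at least 7 genes increased by HFD and decreased by A10-FMT in this way.
Cyp4a14 and its paralog Cyp4a10, which encode fatty acid hydroxylases and also belong to the lipid catabolism list, lie side by side on chromosome 4 in the GENCODE annotation of GRCm38, matched by symbol, from 115486200 to 115496142 and from 115518264 to 115533649. The RPKM of Cyp4a14 was 0.440 ± 0.208 (SD, n = 3) in Con, 12.69, 10.61 and 17.07 in the 3 HFD livers, 15.2 ± 13.7 (SD, n = 3) in Con-FMT and 1.31 ± 1.65 (SD, n = 3) in A10-FMT. Its log2 fold change was 3.31 in HFD against Con (standard error 0.77, adjusted p = 0.0803 from limma) and -2.84 in A10-FMT against HFD (standard error 0.77, adjusted p = 0.0384). In the fit of only the groups compared, the former had an adjusted p of 0.000847, within a range of 0.000847 to 0.346 over 12 alternatives. The latter ran from 0.0179 to 0.144 and passed the threshold in only 1 of the 6 fits without a single liver of these groups, that without A10-FMT replicate 3. Cyp4a10 changed by a log2 of 2.64 in HFD against Con (adjusted p = 0.111 from limma) and -2.44 in A10-FMT against HFD (adjusted p = 0.0474), and HFD replicate 1 held 36.72 RPKM against 15.42 and 11.64 in the other HFD livers. Retsat, which encodes retinol saturase, rose from 96.1 ± 25.9 RPKM (SD, n = 3) in Con to 166 ± 14.1 (SD, n = 3) in HFD and was 160 ± 7.05 (SD, n = 3) in A10-FMT, with log2 fold changes of 0.82 (adjusted p = 0.0803 from limma) and -0.05 (adjusted p = 0.907). Without Con replicate 2, the former had an adjusted p of 0.0200. Rdh16f2, a retinol dehydrogenase gene, changed by 0.99 in HFD against Con (adjusted p = 0.0873 from limma) and by -0.19 in A10-FMT against HFD (adjusted p = 0.666), and without HFD replicate 1 the former had an adjusted p of 0.0335. The biological oxidations list of 119 genes had medians of 0.01 in HFD against Con (limma camera, adjusted p = 0.393) and -0.02 in A10-FMT against HFD (adjusted p = 0.317), which became -0.04 and 0.03 when each library's median was set equal. The former was -0.03 without Con replicate 1, -0.02 without HFD replicate 2 and -0.01 without HFD replicate 3, and the latter 0.03 without HFD replicate 2 and 0.00 without A10-FMT replicate 1.

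**Figure D3:**
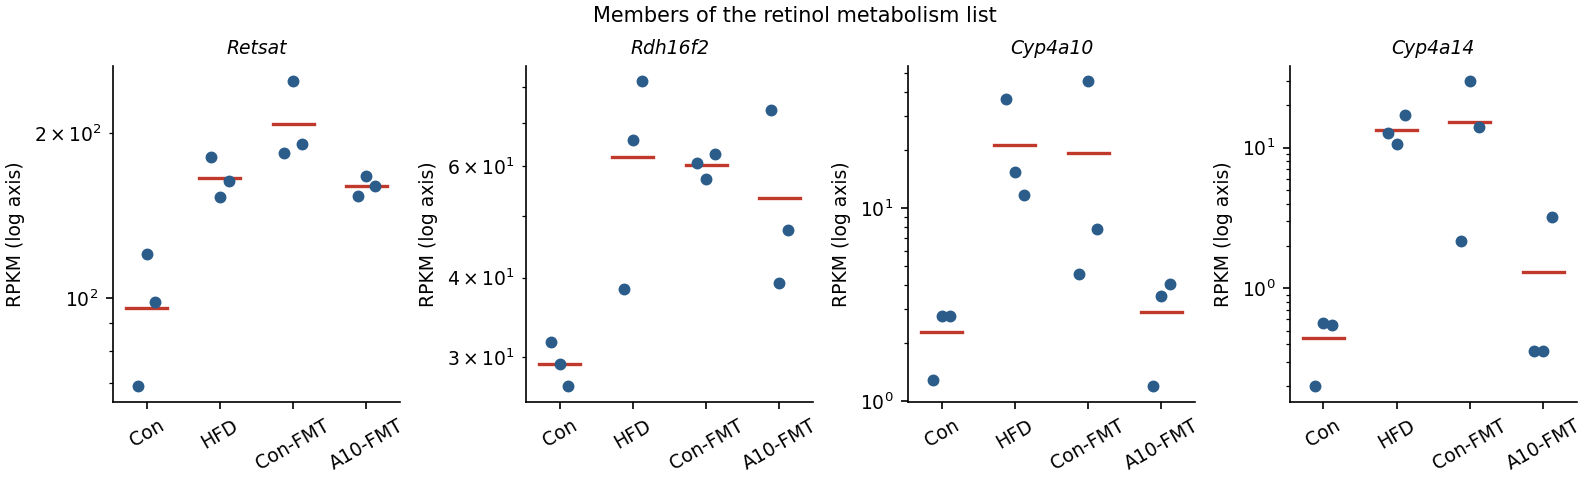
RPKM (log axis) of Retsat, Rdh16f2, Cyp4a10 and Cyp4a14 in each of 3 livers per group, with a point per liver and a bar at the mean. Mean Cyp4a14 is 0.440 in Con, 13.5 in HFD and 1.31 in A10-FMT, while mean Retsat is 96.1, 166 and 160.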

Blood retinal level was decreased by HFD, while it was significantly increased by A10-FMT (Fig. 4E). Retinol and RA were decreased by HFD and increased by A10-FMT in the liver (Fig. S2C and D). Furthermore, the retinol synthesis enzyme DHRS9 was increased by A10-FMT (Fig. 4F), and the retinol-binding protein RPB4 (important for retinol storage) was decreased by HFD and increased by A10-FMT in the liver (Fig. 4F). Moreover, fatty acid levels in the blood were upset by HFD and reversed by A10-FMT (Fig. S3D to F).

**FIG 4:**
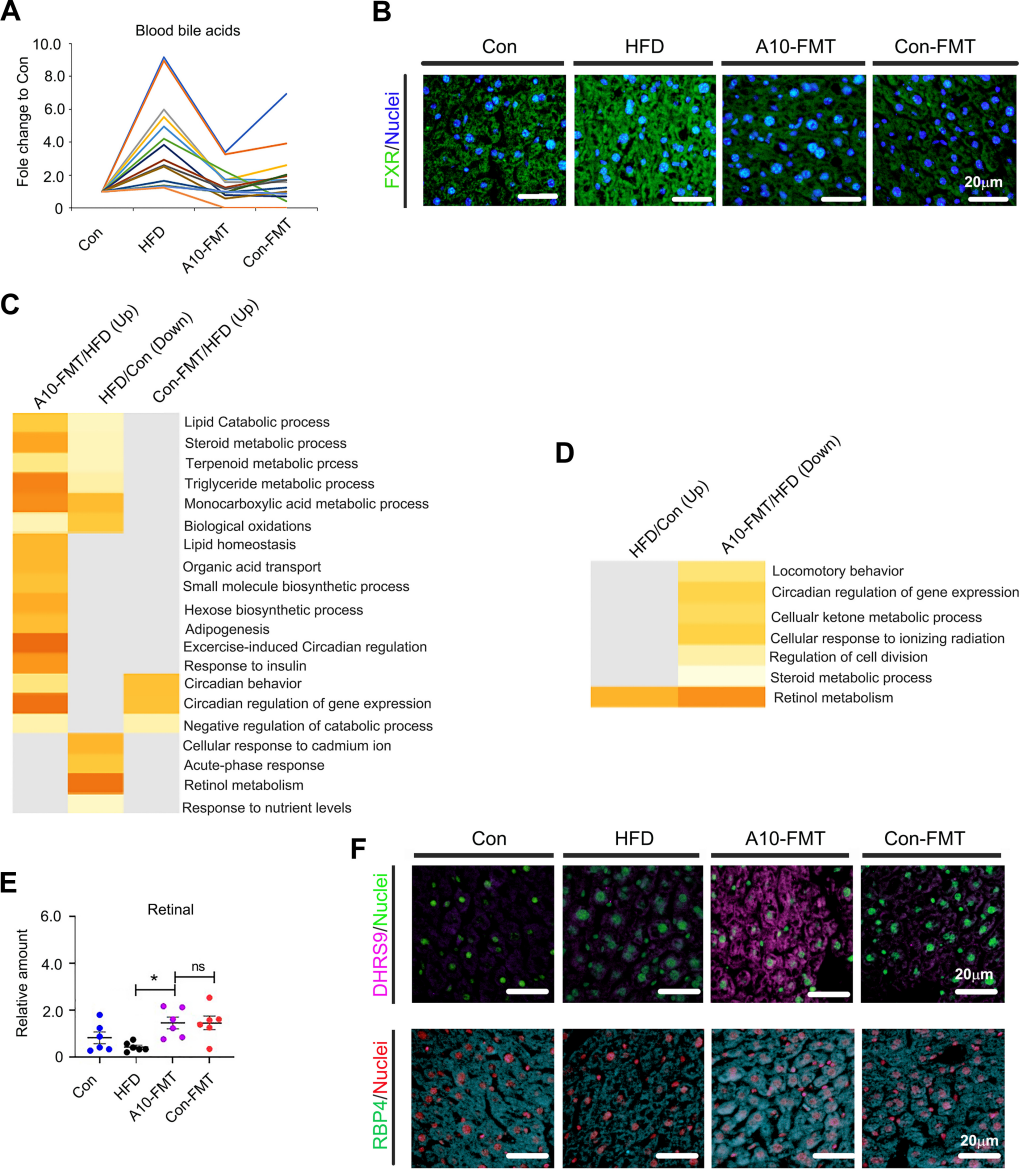
A10-FMT ameliorated liver bile acid and retinol metabolism. (A) Summary of the blood changed bile acids (by HPLC quantification) in each treatment. (B) IHF staining of liver bile acid receptor FXR. Scale bar: 20 mm. (C) Gene functional enrichment analysis of genes decreased by HFD while increased by A10-FMT or Con-FMT of the RNA-seq analysis of liver tissue by online Metascape software (https://metascape.org/gp/index.html#/main/step1). (D) Gene functional enrichment analysis of genes increased by HFD while decreased by A10-FMT of the RNA-seq analysis of liver tissue by online Metascape software. (E) Blood retinal levels (by HPLC quantification) in each treatment. The y-axis represents the concentration. The x-axis represents the treatment. *, *P* < 0.05. (F) Immunofluorescence (IHF) staining of liver retinol synthesis protein DHRS9 and retinol-binding protein RBP4 in each treatment. Scale bar: 20 mm.

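At an adjusted p under 0.05 in both comparisons, 0 genes were decreased by HFD and increased by A10-FMT, against 87 at an unadjusted p under 0.05 in both. Because the HFD livers enter both comparisons, unchanged groups that share libraries were simulated. These gave a median of 12.5 such genes at an unadjusted p, with at least 87 in 15 of 100 simulations. Likewise, 0 genes were decreased by HFD and increased by Con-FMT (35 at an unadjusted p under 0.05 in both). Of the 9 genes decreased by HFD, A10-FMT moved 4 up at any p and Con-FMT moved 5 up. When each library's median was set equal, 4 genes were decreased by HFD and increased by A10-FMT (Epop, Mrps21, Txn1 and Zfp579, named after their values were seen), and with a pseudocount of 0.1, Zfp579 was. Without Con replicate 2, there were 4. By an absolute log2 fold change of at least 1 in both comparisons and no test, the set held 6 genes, against a median of 3 in the simulations, 27 of which gave at least 6. Thrsp, a lipogenic gene of the liver, was among the 6, with 244 ± 79.3 RPKM (SD, n = 3) in Con, 84.8 ± 28.8 (SD, n = 3) in HFD, 89.7 ± 48.8 (SD, n = 3) in Con-FMT and 526 ± 150 (SD, n = 3) in A10-FMT. Its log2 fold change was -1.53 in HFD against Con (standard error 0.49, adjusted p = 0.161 from limma) and 2.64 in A10-FMT against HFD (standard error 0.49, adjusted p = 0.00487).
In Con-FMT against HFD, the lipid catabolism list had a median log2 fold change of 0.13, with 51 of 67 genes higher in Con-FMT (limma camera, adjusted p = 7.64e-06, from 4.10e-07 to 0.889 over 14 alternatives). The median went from 0.07 without HFD replicate 3 to 0.15 without Con-FMT replicate 3. Triglyceride metabolism had a median of 0.07 (limma camera, adjusted p = 0.0270), retinol metabolism -0.14 (adjusted p = 0.0132) and biological oxidations -0.08 (adjusted p = 0.00954). Under limma's fry, none of these lists passed the threshold, with adjusted p from 0.679 to 0.755. The median of retinol metabolism was 0.06 without its Cyp and Ugt members and -0.05 without HFD replicate 2. Cholesterol and steroid synthesis had a median of -0.09 (limma camera, adjusted p = 0.282), which was 0.03 without HFD replicate 2. Fatty acid synthesis and desaturation had one of -0.06 (limma camera, adjusted p = 0.375), which was 0.03 without HFD replicate 3.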

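There were 2 genes increased by HFD and decreased by A10-FMT at an adjusted p under 0.05 in both comparisons, Crot and Fgf21. Each of 100 simulations of unchanged groups with shared HFD libraries gave 0. In these, a median of 0 genes changed in either comparison, at most 30 in HFD against Con and 77 in A10-FMT against HFD. A gene past both thresholds could hardly arise there. The simulations therefore do not tell whether sets of 31 and 418 changed genes would share 2 by chance. The simulations took the 3 Con livers as independent. At an unadjusted p under 0.05 in both there were 338, against a simulated median of 15.5, and 3 of the 100 simulations gave as many. The set went from 0 genes without Con replicate 1 (185 at an unadjusted p under 0.05) to 12 without Con replicate 2, and was empty with the third Con and AOS livers left out (202 at an unadjusted p under 0.05). Of the 31 genes increased by HFD, A10-FMT moved 14 down at any p and Con-FMT moved 10 down. Across the 10507 genes, which are not independent replicates, the log2 fold changes of the comparisons had a Pearson correlation of -0.146. The simulated groups, whose correlation is negative because the HFD libraries are shared, had a median of -0.524, from -0.905 to 0.249.
Crot, which encodes peroxisomal carnitine O-octanoyltransferase, lies on chromosome 5 from 8966033 to 8997324 in the GENCODE annotation of GRCm38, matched by symbol. Its RPKM was 155 ± 4.59 (SD, n = 3) in Con, 298 ± 41.0 (SD, n = 3) in HFD, 263 ± 26.5 (SD, n = 3) in Con-FMT and 138 ± 45.0 (SD, n = 3) in A10-FMT, where replicate 3 held 189.45 and the others 116.14 and 107.51. The log2 fold change was 0.93 in HFD against Con (standard error 0.18, adjusted p = 0.0352 from limma) and -1.15 in A10-FMT against HFD (standard error 0.18, adjusted p = 0.00123). Over 12 alternatives, the adjusted p ran from 0.0327 to 0.220 in the former and from 2.04e-05 to 0.0662 in the latter. Fgf21, which encodes a hormone secreted by the liver, lies on chromosome 7 from 45613886 to 45615490 in the same annotation. It had 0.920 ± 0.122 RPKM (SD, n = 3) in Con, 4.42 ± 1.71 (SD, n = 3) in HFD, 5.38 ± 2.31 (SD, n = 3) in Con-FMT and 1.20 ± 0.151 (SD, n = 3) in A10-FMT. The changes were 1.44 in HFD against Con (standard error 0.25, adjusted p = 0.0283 from limma, 0.0163 to 0.205 over 12 alternatives) and -1.25 in A10-FMT against HFD (standard error 0.25, adjusted p = 0.00809, 0.00233 to 0.0635). For each gene, the 3 Con livers lay below and the 3 A10-FMT livers below all 3 HFD livers (exact permutation p = 0.1, two-sided, the smallest that 3 livers against 3 allow, and for Con only if its replicate 3 counts as independent). Both genes were chosen for passing both tests, so that this separation is no further evidence. The SD in Con understates the spread between mice, since Con replicate 3 followed the weighted mean of replicates 1 and 2.

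**Figure D4:**
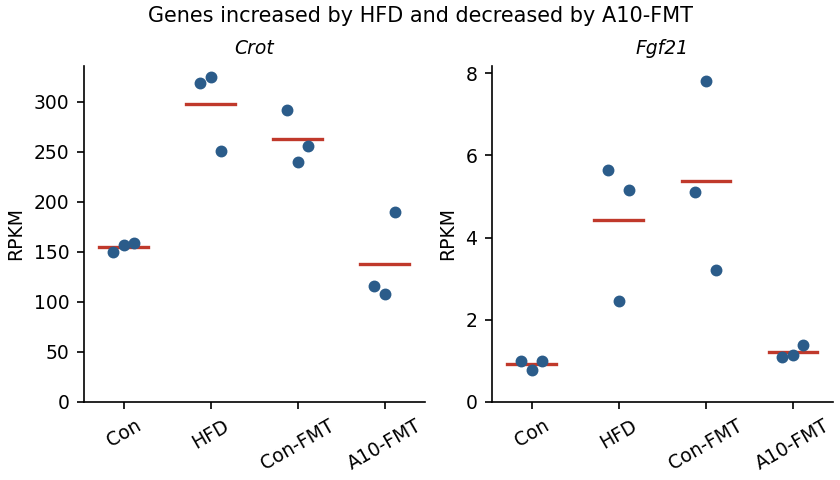
RPKM of Crot and Fgf21 in each of 3 livers per group, with a point per liver and a bar at the mean, on axes that start at 0. The HFD means of 298 and 4.42 lie above those of Con (155 and 0.920) and A10-FMT (138 and 1.20), and the Con-FMT means of 263 and 5.38 lie near those of HFD.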

Most interesting was that the blood n-3 polyunsaturated fatty acid eicosapentaenoic acid (EPA) was increased by A10-FMT (Fig. 5A). It is known that RA regulates the expression of fatty acid desaturases such as stearoyl-CoA desaturase and delta-5 desaturase, to control polyunsaturated fatty acids (PUFA) levels (22). 

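In the liver RNA-seq, the list of bile acid synthesis and transport held 37 tested genes. Its median log2 fold change was 0.21 in HFD against Con, with 29 genes higher in HFD (limma camera, adjusted p = 0.000527), from 0.13 without Con replicate 1 to 0.32 without Con replicate 2. No other split of the 6 livers gave as large a median (exact permutation p = 0.1, if Con replicate 3 counts as independent). Over all genes, 4 members changed, all higher in HFD (Abcb4, Abcc2, Akr1c6 and Slc27a2, some named after their values were seen), and 11 changed when adjusted over the list alone, 10 higher and 1 lower. In the 31 genes increased by HFD, chance would place 0.109 of them (one-sided Fisher's exact test, adjusted p = 0.000122). With each library's median set equal, 2 of 25 genes increased by HFD were members (Fisher's exact test, adjusted p = 0.110). Without Con replicate 1, 0 genes changed in HFD against Con. The enrichment therefore holds for the fit of all 18 livers with values as deposited. In A10-FMT against HFD the median was -0.00, with 18 genes higher and 19 lower in A10-FMT (limma camera, adjusted p = 0.237). It was 0.04 when each library's median was set equal and 0.06 without A10-FMT replicate 1. In Con-FMT against HFD it was 0.06 (limma camera, adjusted p = 0.0607). In A10-FMT, 3 members were increased, Nr1h4, Abcg5 and Abcg8. Nr1h4, which encodes FXR, rose by 0.39 (adjusted p = 0.0377 from limma, 0.225 in the fit of only the groups compared). The paper reports FXR protein as decreased by A10-FMT, the opposite direction in an unlike measure. Abcg5 and Abcg8 together encode a transporter of sterols into bile. Abcg5 had 16.3 ± 1.53 RPKM (SD, n = 3) in Con, 22.7 ± 1.00 (SD, n = 3) in HFD, 32.9 ± 6.57 (SD, n = 3) in Con-FMT and 49.0 ± 7.22 (SD, n = 3) in A10-FMT, and its log2 fold change in A10-FMT against HFD was 1.07 (standard error 0.13, adjusted p = 0.000236 from limma). In the direct comparison of A10-FMT with Con-FMT, it was 0.57 (standard error 0.13, adjusted p = 0.0426 from limma). Abcg8 changed by 0.89 in A10-FMT against HFD (standard error 0.14, adjusted p = 0.00168 from limma, from 0.000916 to 0.0556 over 12 alternatives).
The list of retinoid handling and signalling, which leaves out most Cyp and Ugt genes, held 31 tested genes of retinoid transport, storage, oxidation and receptors. Its median was 0.03 in HFD against Con (limma camera, adjusted p = 0.534) and -0.02 in A10-FMT against HFD (adjusted p = 0.882), which became -0.03 and 0.02 when each library's median was set equal. In Con-FMT against HFD it was 0.06 (limma camera, adjusted p = 0.882). The median in A10-FMT against HFD was also above 0 without HFD replicate 1 (0.01), HFD replicate 2 (0.01) or A10-FMT replicate 2 (0.00). Over all genes, 0 members changed in HFD against Con (5 at an unadjusted p under 0.05) and 5 in A10-FMT against HFD. Adjusted over the list alone, 3 and 5 changed. The 5 were Adh7 and Rbp4, which were higher in A10-FMT, and Cyp26a1, Ppard and Stra6l, which were lower, and Adh7 and Cyp26a1 were named after their values were seen. Ppard, which encodes a nuclear receptor that partners with the retinoid X receptors, had 17.6 ± 1.45 RPKM (SD, n = 3) in Con, 11.9 ± 4.96 (SD, n = 3) in HFD, 4.70 ± 1.56 (SD, n = 3) in Con-FMT and 2.24 ± 0.185 (SD, n = 3) in A10-FMT. Its log2 fold change was -1.91 in A10-FMT against HFD (standard error 0.25, adjusted p = 0.000350 from limma) and -0.61 in HFD against Con (adjusted p = 0.257). Stra6l, which encodes a receptor for the retinol-binding protein, fell by 0.81 on the log2 scale in A10-FMT against HFD (standard error 0.14, adjusted p = 0.00273 from limma, from 0.000195 to 0.112 over 12 alternatives) and changed by 0.03 in HFD against Con (adjusted p = 0.938).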

All the data confirmed that bile acids and RA signaling pathways were involved in A10-FMT improving lipid metabolism.

**FIG 5:**
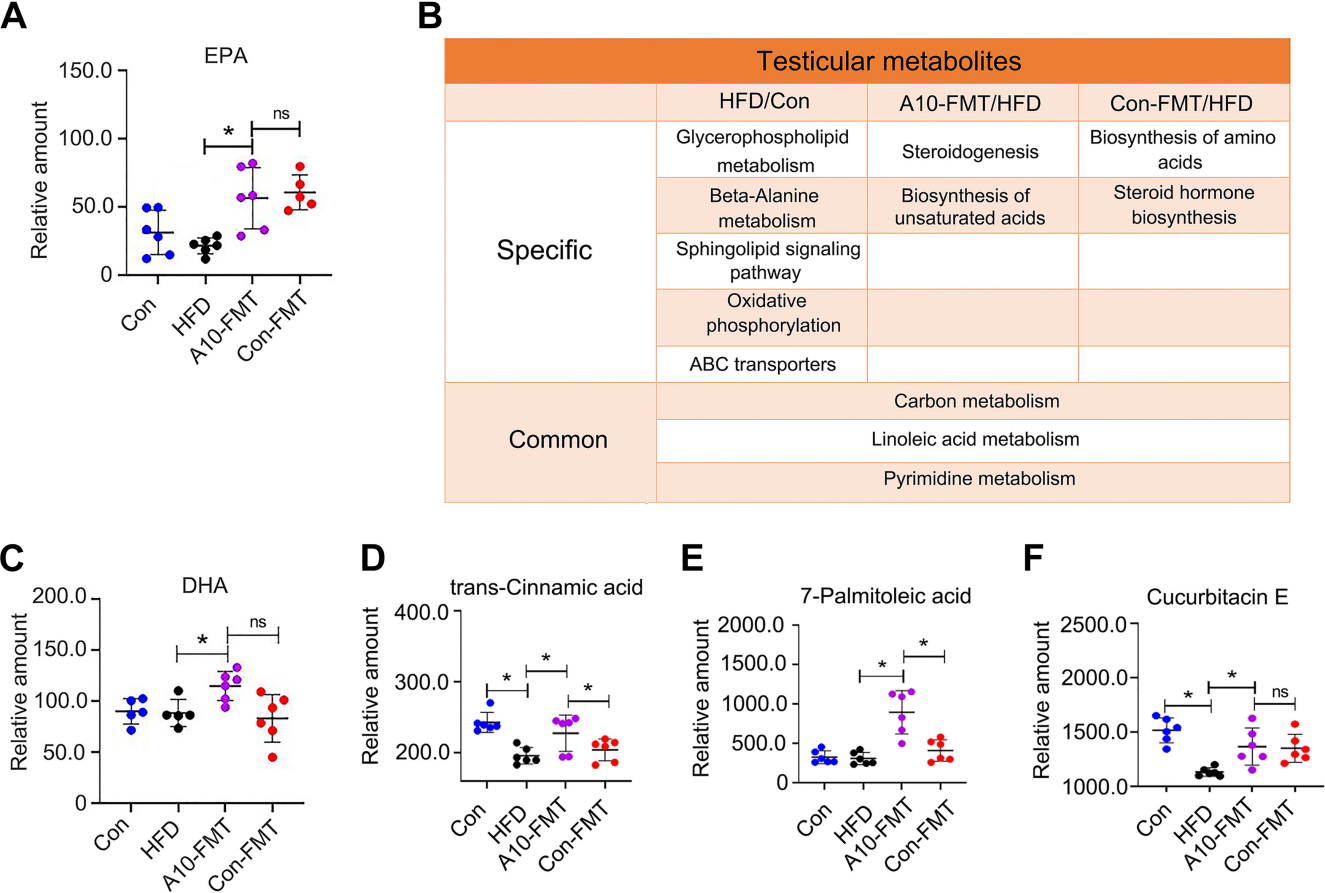
A10-FMT improved blood and testicular PUFA. (A) Blood EPA levels (by HPLC quantification) in each treatment. The y-axis represents the concentration. The *x*-axis represents the treatment. *, *P* < 0.05. ns means not significant. (B) Summary of functional pathways of changed testicular metabolites by KEGG enrichment analysis. The testicular metabolites were determined by HPLC quantification. (C) Testicular DHA levels (by HPLC quantification) in each treatment. The y-axis represents the concentration. The *x*-axis represents the treatment. *, *P* < 0.05. ns means not significant. (D) Testicular trans-cinnamic acid levels (by HPLC quantification) in each treatment. The y-axis represents the concentration. The *x*-axis represents the treatment. *, *P* < 0.05. (E) Testicular 7-Palmitoleic acid levels (by HPLC quantification) in each treatment. The y-axis represents the concentration. The x-axis represents the treatment. *, *P* < 0.05. (F) Testicular Cucurbitacin E levels (by HPLC quantification) in each treatment. The y-axis represents the concentration. The x-axis represents the treatment. *, *P* < 0.05.

### A10-FMT-improved blood metabolites ameliorate testicular metabolome (microenvironment) to rescue HFD disrupted spermatogenesis.

It is well known that lipids/fatty acids especially polyunsaturated fatty acids (PUFA) play important roles in spermatogenesis; in particular, docosahexaenoic acid (DHA) is crucial (23, 24). The functional enrichment of testicular metabolites showed that the functional pathway “steroidogenesis” and “biosynthesis of unsaturated acids” were enriched in A10-FMT/HFD (Fig. 5B; Fig. S4A to C; Data Set S3). Especially, A10-FMT increased testicular unsaturated acids, such as DHA (Fig. 5C to F; Fig. S4D). Moreover, testicular testosterone levels were elevated by A10-FMT (Fig. 6A to C; Fig. S4E). The protein levels of steroid hormone synthesis enzymes CYP11A1 and StAR were decreased by HFD and increased by A10-FMT (Fig. 6D), which confirmed that testicular testosterone was increased by A10-FMT (Fig. 6A to C). Furthermore, retinol and RA are vital for germ cell development and the meiosis process during spermatogenesis (25, 26), and at the same time, PUFA can bind to RA receptors to activate RA signaling (27, 28). Here, A10-FMT increased the testicular level of retinol (Fig. 6E; Fig. S4F). Moreover, A10-FMT increased the testicular protein levels of spermatogonial cell makers DEAD-box helicase 4 (VASA), zinc finger And BTB domain containing 16 (PLZF), and deleted in azoospermia like (DAZL) (Fig. 6F), which indicated the spermatogenesis process turned on. All the data indicated that A10-FMT should improve the process of spermatogenesis, and this did take place (Fig. 7A and B). A10-FMT significantly increased the protein levels of meiosis marker SYCP3, transition protein TP1, sperm protein PGK2 (essential for sperm motility and male fertility), and Acrosin, Piwil1, p-GSK3a, and Prm2 (1,2), while these were all decreased by HFD (Fig. 7A and B). However, Con-FMT did increase these proteins slightly (Fig. 7A and B). Furthermore, the Sertoli cell marker SOX9 (1,2) was increased by HFD and reversed by A10-FMT (Fig. 7C).

**FIG 6:**
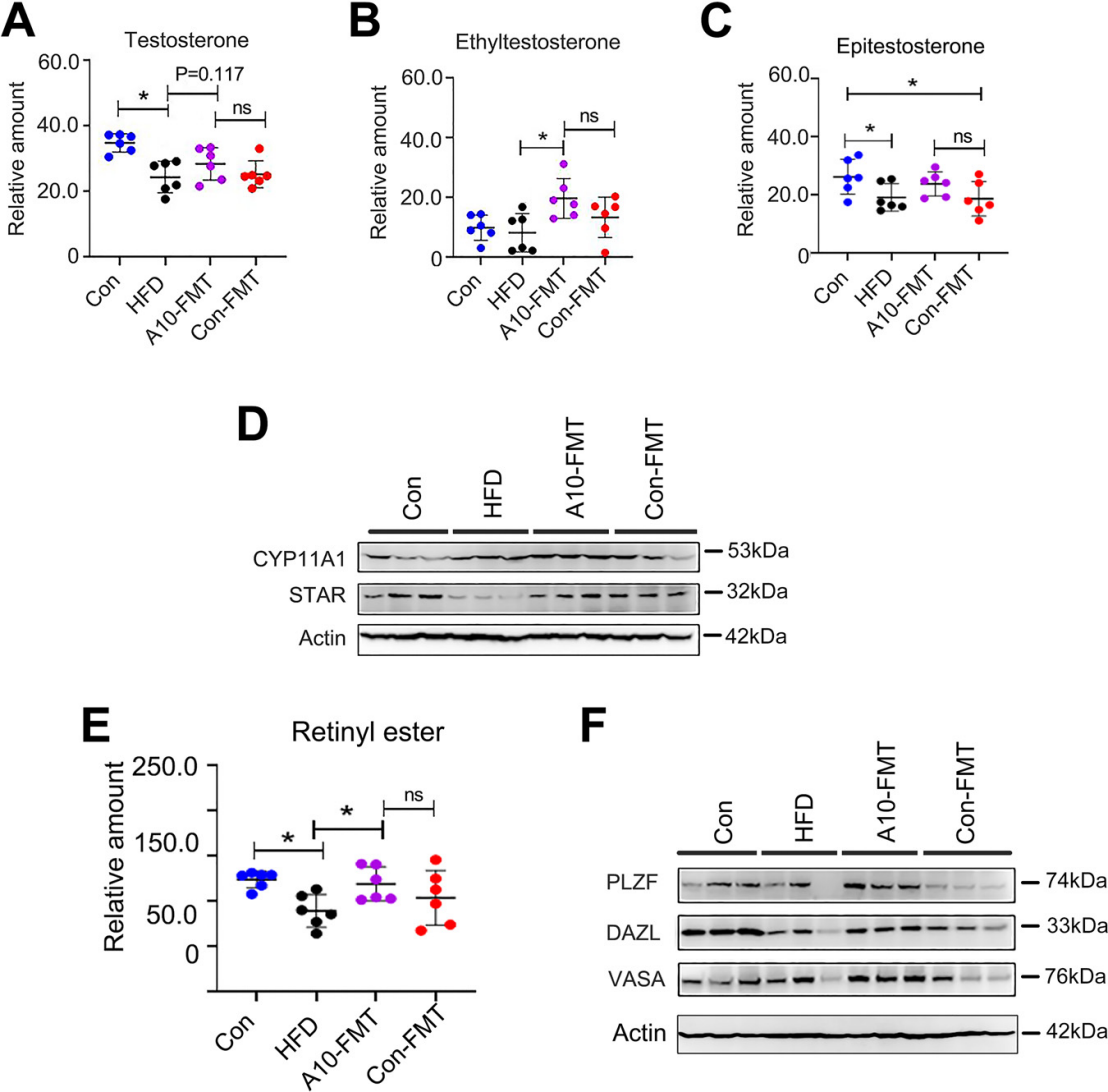
A10-FMT benefited testicular testosterone levels and synthesis, and retinol levels to initiate spermatogenesis. (A) Testicular testosterone levels (by HPLC quantification) in each treatment. The y-axis represents the concentration. The x-axis represents the treatment. *, *P* < 0.05. ns, not significant. (B) Testicular ethyltestosterone levels (by HPLC quantification) in each treatment. The y-axis represents the concentration. The x-axis represents the treatment. *, *P* < 0.05. ns means not significant. (C) Testicular Epitestosterone levels (by HPLC quantification) in each treatment. The y-axis represents the concentration. The x-axis represents the treatment. *, *P* < 0.05. (D) Western blotting of testicular important proteins for steroid hormone production in each treatment. (E) Testicular Retinyl ester levels (by HPLC quantification) in each treatment. The *y-*axis represents the concentration. The *x*-axis represents the treatment. *, *P* < 0.05. (F) Western blotting of testicular important proteins for spermatogenesis onset.

**FIG 7:**
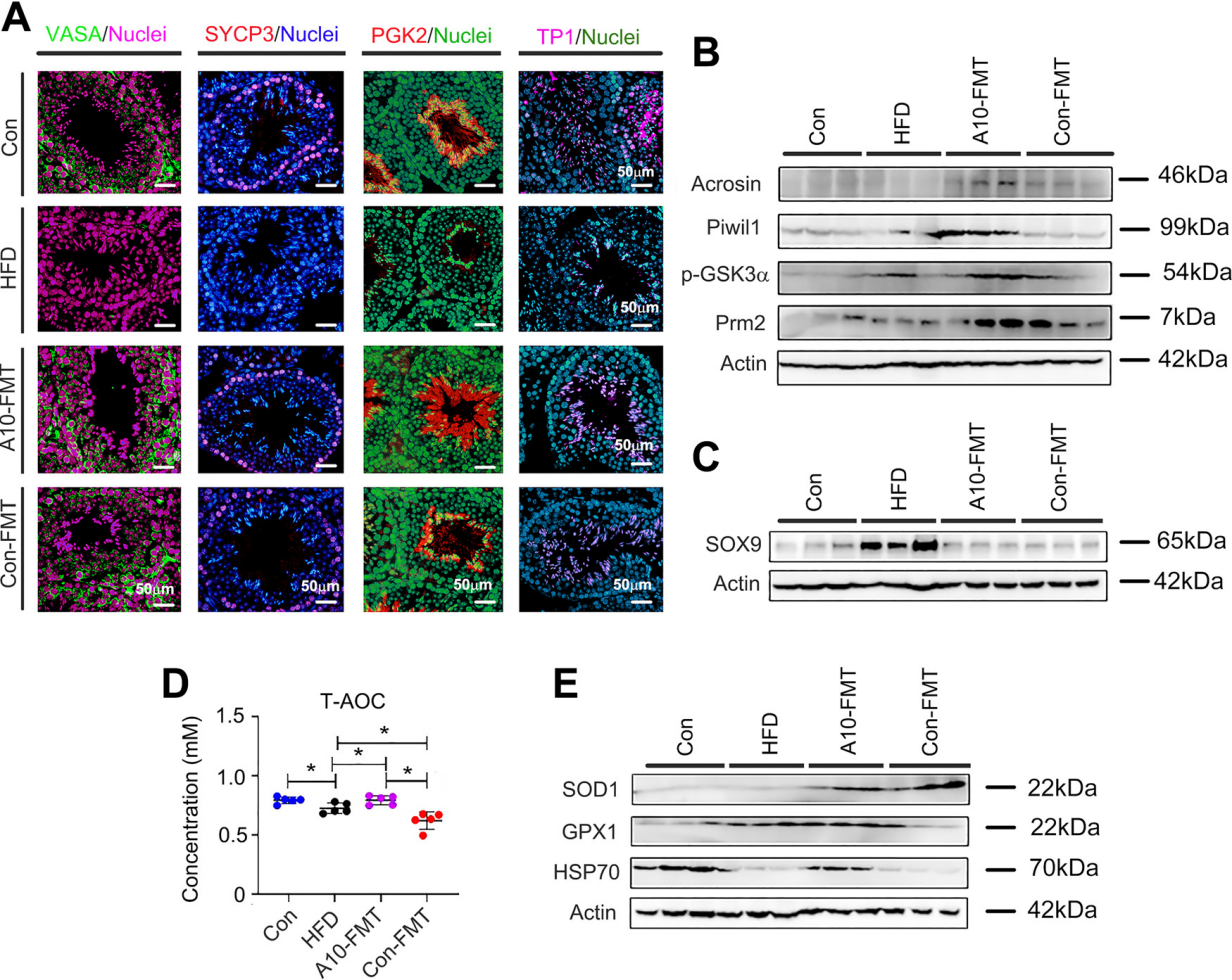
A10-FMT improved the spermatogenesis process and antioxidant capability. (A) IHF staining of testicular germ cell marker VASA, meiosis marker SYCP3, sperm protein PGK2, and transition protein 1 (TP1) in each treatment. Scale bar: 50 mm. (B) Western blotting of testicular important proteins for spermatogenesis in each treatment. (C) Western blotting of Sertoli cell marker SOX9 in each treatment. (D) Blood T-AOC levels in each treatment. The y-axis represents the concentration. The x-axis represents the treatment. *, *P* < 0.05. (E) Western blotting of testicular antioxidant-related proteins in each treatment.

Additionally, antioxidant capacity in the blood and testes was improved by A10-FMT (Fig. 7D and E). Blood T-AOC was decreased by HFD while increased by A10-FMT, not by Con-FMT. The testicular protein levels of SOD1, GPX1, and HSP70 were lower in the HFD group while were elevated by A10-FMT. The data suggest that the increased antioxidant capability may also have a contribution to A10-FMT improved spermatogenesis.

## DISCUSSION

Infertility, a global health issue, is reported to influence more than 180 million people worldwide (~30% of reproductive‐aged couples) (1, 2, 10). Infertility in women has historically been the focus of attention; however, the male factor is involved in up to 70% of infertility cases owing to inadequate production of motile and functional sperm (10). In the last 40 years, sperm counts and motility have continued to decrease by over 50% in Western countries and there are no signs that this adverse trend is slowing (3, 10). Equally concerning are findings that high proportions of young men have sperm concentrations falling within the subfertile range (10). It is unknown why this rapid decline in semen quality has taken place but there appears to be an environmental rather than genetic cause (2, 10). Several environmental factors are likely contributing to the decline in semen quality: environmental toxins, pesticides, heat, stress, smoking, alcohol consumption, and the use of mobile phones and wireless Internet (2, 10, 12). These multiple factors may have cumulative and interacting effects leading to a reduction in semen quality. However, one environmental factor that is outstanding is dietary alteration and the consequent increase in body weight, and it has shown high rates of change over recent decades concurrent with declining rates of semen quality (10, 29, 30). “Westernized” dietary changes have long been considered an important contributing factor to the protracted global decline of sperm concentrations in humans (1). Although many studies propose the need to overcome this adverse impact, there has been little progress (9, 14). Ding et al. (1) found that HFD disrupts the gut microbiota to decrease semen quality. This suggests that male infertility could be addressed by restoring gut microbial ecosystems. Indeed, herein we found that an improvement in gut microbiota reversed HFD-impaired spermatogenesis, to increase semen quality and male fertility. Moreover, we have shown similar results in two study models (HFD model and busulfan model) (12, 13), demonstrating that AOS-benefited gut microbiota (A10-FMT) (31) has a strong potential to increase semen quality and male fertility. In the busulfan model, A10-FMT benefited gut microbiota by increasing the proportions of *Bacillales*, *Bacteroidales*, and *Bifidobacteriales*, while in the HFD study, A10-FMT elevated *Bacteroidales* and decreased *Mucispirillum* were reported to correlate with lipid metabolism (32, 33). The data indicated that AOS-benefited gut microbiota (A10-FMT) can improve gut microbiota under different conditions. Moreover, Qian et al. (34) reported that chitosan oligosaccharide decreased mouse blood triglycerides (TGs) and free fatty acids (FFAs) with the reduction of the abundance of *Mucispirillum* in gut microbiota (2019). It has been reported that high-fat diets contribute to the onset of obesity (22, 35). Similarly, we found that HFD increased animal body weight while A10-FMT and Con-FMT decreased body weight. This confirmed that gut microbiota (A10-FMT) contributes to lipid metabolism (22).

Bile acids and RAs are crucial for liver lipid metabolism (36, 37). RA receptor (retinoid x receptor) and bile acid receptor (farnesoid x receptor, FXR/NR1H4) act as partners (37). In addition, RA and bile acid interact together in regulating lipid homeostasis and insulin sensitivity (20, 21). A10-FMT improved the expression of bile acid receptors and the proteins for retinol synthesis and storage. The liver and blood lipid status has been improved by A10-FMT, which was consistent with another report (38). Furthermore, RA can regulate fatty acid desaturation to produce PUFA (22). Blood essential n-3 PUFA, EPA was increased by A10-FMT, at the same time testicular n-3 PUFA, DHA was elevated by A10-FMT in the current investigation. The data suggest that A10-FMT improved PUFA levels which contributed to spermatogenesis (24, 39). In the testes, PUFA and RA interact together to regulate spermatogenesis. PUFA such as DHA binds to RXRα to modify RA actions (27, 28). On the other hand, retinol and RA control male germ cell fate, the meiosis process, and development during spermatogenesis (25, 26, 40). A10-FMT increased testicular levels of retinal, DHA that interacted together to initiate the spermatogenesis process by the increase in the testosterone levels to increase the expression of proteins important for spermatogenesis.

In summary, we presented transplantation of AOS-benefited gut microbiota (A10-FMT) improved gut microbiota to ameliorate liver function through alterations in lipid metabolism by the interaction of bile acid and RA, then the blood metabolome was improved with the increase in the n-3 PUFA, EPA. Simultaneously, testicular retinal and DHA levels were improved by A10-FMT to turn the spermatogenesis process on. HFD impaired semen quality and male fertility were then rescued. We demonstrate that AOS-benefited gut microbiota might be applied to treat infertile males with obesity and metabolic issues, however, human studies should be done to validate the findings before applied to the clinic.

## MATERIALS AND METHODS

### Study design and ethics.

All animal procedures used in this study were approved by the Animal Care and Use Committee of the Institute of Animal Sciences of the Chinese Academy of Agricultural Sciences (IAS2020-106). Mice were maintained in a specific pathogen-free (SPF) environment under light:dark cycle of 12:12 h, at a temperature of 23°C and humidity of 50%–70%; they had free access to food (chow diet) and water (12, 13, 31).

**Experiment I.** Mouse small intestine microbiota collection (12, 13). 3-week-old ICR male mice were dosed with ddH_2_O as the control or AOS 10 mg/kg BW via oral gavage (0.1 mL/mouse/d). AOS dosing solution was freshly prepared daily and delivered every morning for 3 weeks. There were two groups (30 mice/treatment): (i) control (ddH_2_O) and (ii) A10 (AOS 10 mg/kg BW). After 3 weeks of treatment, the animals were maintained on a regular diet for three more days (no treatment). The mice were then humanely euthanized to collect small intestinal luminal content (microbiota) (Fig. 1A).

**Experiment II.** HFD feeding and fecal microbiota transplantation (FMT; short-term experiment [7 weeks HFD feeding]) (1, 12, 13, 41–43). The small intestine luminal content (microbiota) from each group was pooled and homogenized, diluted 1:1 in 20% sterile glycerol (saline), and frozen. Before inoculation, fecal samples were diluted in sterile saline to a working concentration of 0.05 g/mL and filtered through a 70-μm cell strainer. Three-week-old ICR male mice were used in the current investigation. There were four treatment groups (30 mice/treatment): (i) control (regular diet plus Saline); (ii) HFD (an HFD [Research Diet D12492, 60% fat] (1) plus saline); (iii) Con-FMT (HFD plus gut microbiota from control mice [Experiment I]); (iv) A10-FMT (HFD plus gut microbiota from AOS 10 mg/kg mice [Experiment I]). Mice were fed with HFD or control diet for 2 weeks (3 weeks of age to 5 weeks of age) then the mice received oral FMT inoculations (0.1 mL) once daily for 2 weeks (5 weeks of age to 7 weeks of age). The mice were then regularly maintained (on their respective diet) for another 3 weeks (10 weeks of age). The mice were humanely euthanized to collect samples for different analyses (Fig. 1A).

**Experiment III.** HFD feeding, microbiota transplantation (FMT), and fertility experiment (long term experiment [12 weeks HFD feeding]) (1, 12). This experiment was similar to Experiment II. There were four treatment groups (30 mice/treatment): (i) control (regular diet plus saline); (ii) HFD (an HFD [Research Diet D12492, 60% fat] plus Saline); (ii) Con-FMT (HFD plus gut microbiota from control mice [Experiment I]); (iv) A10-FMT (HFD plus gut microbiota from AOS 10 mg/kg mice [Experiment I]). Mice were fed with HFD or control diet for 2 weeks (3 weeks of age to 5 weeks of age) then the mice received oral FMT inoculations (0.1 mL) once daily for 2 weeks (5 weeks of age to 7 weeks of age). The mice received FMT inoculations twice per week (Monday and Thursday) for 8 weeks. The mice were maintained on their respective diet for the whole 12 weeks (15 weeks of age). The mice were mated with regular ICR female mice (male 1:1 female) for 4 days (12). The male mice were then taken out and humanely euthanized to collect samples for different analyses. The female mice were maintained on a regular diet (control diet). The pregnancy rate and the number of live pups/litter were determined (Fig. 1A).

### Evaluation of spermatozoa motility using a computer-assisted sperm analysis system.

Spermatozoa motility was assessed using a computer-assisted sperm assay (CASA) method according to World Health Organization guidelines and reported in our early article (31).

### Morphological observations of spermatozoa.

The extracted murine caudal epididymides were placed in Roswell Park Memorial Institute (RPMI) 1640 medium, finely chopped, and then Eosin Y (1%) was added for staining as described previously (31).

### Assessment of acrosome integrity.

The integrity of acrosome was assessed as in our early report (31). Briefly, the sperm suspension was uniformly smeared on a clean glass slide, air-dried, and incubated in methanol for 2 min for fixation. After fixation, the slides with the sperm were stained with 0.025% Coomassie brilliant blue G-250 in 40% methanol for 20 min at room temperature (RT). Acrosomal integrity was determined by intense staining on the anterior region of the sperm head under bright-field microscopy (AH3-RFCA, Olympus, Tokyo, Japan) and scored accordingly (31).

### RNA Isolation and RNA-seq analyses.

Briefly, total RNA was isolated using TRIzol Reagent (Invitrogen) and purified using a Pure-Link1 RNA Minikit (catalog number 12183018A; Life Technologies) following the manufacturer's protocol. The sequencing and data analysis were reported in our early article (31). Briefly, the library products were prepared for sequencing in an Illumina HiSeqTM 2500. The reads were mapped to reference genes using SOAPaligner (v. 2.20) with a maximum of two nucleotide mismatches allowed at the parameters of “-m 0 -x 1000 -s 40 -l 35 -v 3 -r 2”. The read number of each gene was transformed into RPKM (reads per kilobases per million reads), and then differentially expressed genes were identified using the DEGseq package and the MARS (MA-plot-based method with random sampling model) method. The threshold was set as false discovery rate (FDR) ≤0.001 and an absolute value of log_2_ ratio ≥1 to judge the significance of the difference in gene expression. The data were then analyzed by GO enrichment and KEGG enrichment.

### Sequencing of microbiota from intestine digesta samples and data analysis.

The sequencing and analysis of gut microbiota were reported in our early study (31). Briefly, the total genomic DNA of the small intestine, cecum, and colon digesta was isolated using an E.Z.N.A.R Stool DNA kit (Omega Bio-tek Inc., USA) following the manufacturer’s instructions. DNA quantity and quality were analyzed using NanoDrop 2000 (Thermo Scientific, USA) and 1% agarose gel. Ten samples/groups were determined. The V3-V4 region of the 16S rRNA gene was amplified using the primers MPRK341F (5’-ACTCCTACGGGAGGCAGCAG-3′) and MPRK806R (5’-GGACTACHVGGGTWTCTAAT-3’) with barcodes. The sequencing libraries were constructed with NEB NextR UltraTM DNA Library Prep kit for Illumina (NEB, United States) following the manufacturer’s instructions and index codes were added. The library was sequenced on the Illumina HiSeq 2500 platform and 300 bp paired-end reads were generated at the Novo gene. Operational taxonomic unit abundance information was normalized using a standard sequence number corresponding to the sample with the least sequences. The alpha diversity index was calculated with QIIME (Version 1.7.0). The Unifrac distance was obtained using QIIME (Version 1.7.0), and PCoA (principal coordinate analysis) was performed using R software (Version 2.15.3). The linear discriminate analysis effect size (LEfSe) was performed to determine differences in abundance. The threshold linear discriminant analysis (LDA) score was 4.0. GraphPad Prism7 software was used to produce the graphs.

### Plasma and testis metabolite measurements by liquid chromatography-mass spectrometry (LC-MS/MS).

Plasma and testicular metabolites were determined as reported in our recent article (14, 31). Before LC-MS/MS analysis, the samples were thawed on ice and processed to remove proteins. Testis samples were collected and the same amount of tissue from each mouse testis was used to isolate the metabolites using CH3OH: H2O (V: V) = 4:1. The samples were then detected by ACQUITY UPLC and AB Sciex Triple TOF 5600 (LC/MS) as reported previously. Progenesis QI v2.3 (Nonlinear Dynamics, Newcastle, UK) was implemented to normalize the peaks. The Human Metabolome Database (HMDB), Lipidmaps (v2.3), and METLIN software were then used to qualify the data. Moreover, the data were processed with SIMCA software (version 14.0, Umetrics, Umeå, Sweden) following pathway enrichment analysis using the KEGG database (http://www.genome.jp/KEGG/pathway.html).

### Liver oil red staining.

The liver lipid formation was stained using an Oil Red O staining kit according to the manufacturer’s instructions (catalog number: D027; Nanjing Jiancheng Bioengineering Institute, Nanjing, People’s Republic of China) (43, 44).

### Determination of blood TG, TC, and T-AOC.

Blood TG, TC, and T-AOC were determined by the kits from Nanjing Jiancheng Bioengineering Institute (Nanjing, People’s Republic of China; TG [catalog number: A110-1-1]; TC [catalog number: A111-1-1]; T-AOC [catalog number: A015-2-1]) (44). All procedures followed the manufacturer’s instructions.

### Qualification of liver retinol and retinoic acids by high performance liquid chromatography (HPLC).

The liver content of retinol and retinoic acid were determined followed the reported methods by HPLC (45).

### Histopathological analysis.

Testicular tissues were fixed in 10% neutral buffered formalin, paraffin-embedded, cut into 5 μm sections, and subsequently stained with hematoxylin and eosin (H&E) for histopathological analysis.

### Western blotting.

Western blotting of proteins was carried out as previously reported (14, 15, 31). The information for primary antibodies is listed in Table S1.

### Detection of protein levels and location in testis using immunofluorescence staining.

The methodology for immunofluorescence staining of testicular samples is reported in our recent publications (12, 13, 31). The information for primary antibodies is listed in Table S1.

### Statistical analysis.

Data were analyzed using SPSS statistical software (IBM Co., NY) with one-way analysis of variance (ANOVA) followed by LSD multiple-comparison tests. All groups were compared with each other for every parameter. The data were shown as the mean ± SEM. Statistical significance was based on *P* < 0.05.

### Data availability.

Liver sample RNA-seq raw data are deposited in NCBI’s Gene Expression Omnibus under accession number GSE175881. The microbiota raw sequencing data generated in this study has been uploaded to the NCBI SRA database with the accession numbers PRJNA734312 (small intestine), PRJNA734318 (cecum), and PRJNA734334 (colon).

How the deposited data were processed for this re-analysis (not part of the article)

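Liver RNA-seq of 18 mice was used, 3 each from 6 groups: Con, AOS, HFD, HFD+AOS, Con-FMT and A10-FMT, all 10 weeks old by their labels. The groups were taken from the labels of the samples, and the columns of the table were matched to them by their abbreviations and replicate numbers. The labels of the AOS livers name no diet, which was taken to be the regular diet. The paper reports 4 of the groups. The AOS and HFD+AOS livers entered the choice of genes tested and the estimate of the spread, and are otherwise treated in the closing section. The numbers of the replicates carry no pairing by the data, since the correlations between replicates of the same number went from -0.177 to 0.225, and 0 comparisons had every correlation over 0.1.

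The authors mapped the reads to reference genes with SOAPaligner and deposited RPKM values, rounded to 2 decimals, for 19057 lines of gene symbols, 3 of them on more than 1 line. The header of the table does not name the unit, which was taken from the paper's methods. Read numbers and gene lengths were not beside the values, so the absolute depth of a library, and with it the precision of a low value, is unknown. The relative depth was estimated from the smallest steps of 105 sparsely read genes, whose median ratio was 1.00 in every library. Values further from a gene's smallest were left out, so that this ratio could not show large differences in depth. Tests that need read numbers, among them DEGseq as named in the paper, were not run.

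Genes with an RPKM of at least 1 in at least 3 libraries were kept, 10507 of 17109 with any value above 0. Values were log2(RPKM + 1) as deposited, without further scaling. The fit had a mean for each of the 6 groups over all 18 libraries (limma 3.58.1 in R 4.3.3, lmFit and eBayes with trend), and p values were adjusted after Benjamini and Hochberg within each comparison. The comparisons were HFD with Con, A10-FMT with HFD, Con-FMT with HFD, A10-FMT with Con-FMT, AOS with Con, HFD+AOS with HFD, and the difference between the effects of AOS on the diets. A gene counted as changed at an adjusted p under 0.05. The paper's cut-offs, an FDR of at most 0.001 and an absolute log2 ratio of at least 1, were also applied. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for the checks of the replicates, the tables and the figures.

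The 8 lists were retinol metabolism, retinoid handling and signalling, lipid catabolism, triglyceride metabolism, cholesterol and steroid synthesis, fatty acid synthesis and desaturation, bile acid synthesis and transport, and biological oxidations. They were written by hand and are not the gene sets of Metascape. Each was tested with camera (preset correlation 0.01) in 3 comparisons, and the 24 p values were adjusted together. A further 7 lists for the closing section (clock genes of opposite phases as 2 lists, fasting, feeding, acute phase, male-biased and female-biased genes) were tested in 6 comparisons, and these 42 p values were adjusted together. The plan counted 6 such lists, because it took the clock genes as a single list. List members among the genes changed in each direction were counted with one-sided Fisher's exact tests, adjusted over 32 tests, and over 56 tests where genes were taken by fold change alone.

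Genes are named under a rule set beforehand: genes the paper names for the liver, the up to 3 largest changes in each direction of a comparison, the up to 3 members of each list with the smallest unadjusted p, genes changed in opposite directions by HFD and A10-FMT, and fixed genes of the clock and of sex. Any other gene named is said to have been chosen after its values were seen. Places of genes are from GENCODE release M21 for GRCm38, matched by symbol for 54 of 54 named genes. The paper's text does not name its build, so no coordinate was joined to a value.

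All 10 splits of 3 livers against 3 were counted for each comparison, so that the smallest exact p is 0.1, and 100 regroupings were drawn for the difference between diets. Because A10-FMT and Con are both compared with the same HFD libraries, 100 simulations of unchanged groups with shared libraries were run, and 100 more without the third Con and AOS libraries. The fit was tested on simulated data of 10507 genes, 200 of them changed. The noise was independent between genes, and genes with low values were not among the 200. It called 99 of 100 genes changed by a log2 of 2 and 95 of 100 changed by 1, with 0 in the wrong direction and 5 unchanged genes called. With nothing changed, it called 0. Real libraries move many genes together, and simulations of unchanged groups with whole libraries gave up to 77 genes in A10-FMT against HFD. The test with independent noise therefore does not measure the power or the false calls in these data. For a simulated mixture of libraries with a weight of 0.4, the fitted weight was 0.43 over 66 genes.

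The alternatives were each library's median set equal, a pseudocount of 0.1, no low-value filter, only the groups compared in the fit, the replicate number as a block, fry, an estimated inter-gene correlation, the retinol list without its Cyp and Ugt members, an adjusted p under 0.05 with the fold change of the paper, and each library left out in turn. Leaving out the third Con and AOS libraries, and taking genes by fold change alone, were added after the data were seen.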

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

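The comparison of A10-FMT changes with other groups and all simulations without the third Con and AOS libraries were chosen only after the result was seen. The other counts were planned.

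HFD+AOS and HFD livers differed in 919 genes at an adjusted p under 0.05, 438 higher and 481 lower in HFD+AOS, a comparison the paper does not report. Of the 10 splits of the 6 livers, only the real one gave as many, which is the least that 3 against 3 allow, so an effect of AOS and luck in the grouping of livers cannot be told apart by splits. With the third Con and AOS libraries left out, 0 of 100 simulations of unchanged groups reached its 496 genes (380 at the most), so that the spread between libraries alone does not account for them. The number went from 320 without HFD replicate 3 to 1282 without HFD replicate 1. The trends with transcript length and GC content do not account for it, since 1253 and 1232 genes changed with these trends removed, against 940 of the same genes before.

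The A10-FMT livers resembled the HFD+AOS livers. Of the 693 genes changed between A10-FMT and HFD, 442 also changed between HFD+AOS and HFD, all 442 in the same direction. Both comparisons share the HFD libraries, which alone can give such agreement. The direction was the same for 99.3% of the 693, against a median of 91.0% in 100 simulations of unchanged groups, 8 of which reached it. HFD+AOS against Con, which shares no library with A10-FMT against HFD, had the same direction for 90.9% of the 693, which 5 of 100 simulations of unchanged groups reached among as many genes. The correlations over all genes were 0.789 with the HFD libraries shared and 0.549 with none shared, and 3 of 100 simulations reached each. With the third Con and AOS libraries left out, 91.5% and 0.554 with no library shared were reached by 9 and 5 of 100. For the direction of the 693 genes as a whole, a shared change and chance cannot be told apart by these values, since libraries move many genes together. For a part of them the spread between libraries of unchanged groups does not account. With the third Con and AOS libraries left out, 395 genes changed in A10-FMT against HFD, all of them among the 693. In that setting, 192 genes changed in the same direction in both of the comparisons that share no library, where 0 of 100 simulations gave any. The simulations had at most 6 genes changed in A10-FMT against HFD. Whether groups changed for unrelated reasons would share as many was not simulated, so a shared cause is not shown. Nor does the spread of unchanged groups account for the clock genes there, whose medians moved by at least 1.51 in both, against 0.19 at the most in 100 simulations. Between HFD+AOS and A10-FMT livers 0 genes changed (779 at an unadjusted p under 0.05). AOS was given to the HFD+AOS mice and to the donors of A10-FMT, so an effect of AOS on the microbiota could produce this. Con-FMT against HFD, which shares the HFD libraries and whose donors had no AOS, had the same direction for 92.2% of the 693, and AOS against Con, which shares none, for 62.6%. These count neither for nor against it, since 40 and 34 of the 100 simulations reached them. A common hour of collection could produce the resemblance too, since clock genes moved alike in HFD+AOS (medians -1.71 and 1.93) and A10-FMT, 17 of 17 in the direction of a later hour. In AOS against Con, where AOS was taken to be on the regular diet, the medians of these clock lists were 0.02 and 0.14 (limma camera, adjusted p = 0.349 and 0.739). These values do not decide between the explanations, since the diet differed and the hour is unknown for these livers as well. The hour of collection is not given in the paper's text, and these explanations remain open.

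AOS and Con livers differed in 14 genes, 10 higher and 4 lower in AOS. Only 1 of the 10 splits gave as many, and an effect of AOS and luck in the grouping of livers cannot be told apart. There were 0 without AOS replicate 3 (1202 at an unadjusted p under 0.05) and 132 without Con replicate 2. The third libraries of both groups may be mixtures of the first and second, with a residual of at most 0.0769, and with both left out 0 genes changed (920 at an unadjusted p under 0.05).

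The effect of AOS differed between the diets for 53 genes, 15 higher and 38 lower on the HFD. Of 100 regroupings, 6 gave as many, so that chance could explain the number, although 1 of 100 simulations of unchanged groups reached the 15 found with the third Con and AOS libraries left out. It went from 29 without Con replicate 3 to 186 without HFD replicate 1, and was 137 in the fit of only the groups compared.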

How the results depend on the processing

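The settings with the third Con and AOS libraries left out and with fold change alone were chosen only after the result was seen. Not run were the count tests, the upper-quartile scaling and the DEGseq model on summed counts, because the values are RPKM.

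With each library's median set equal, genes changed between A10-FMT and HFD rose from 693 to 1084, and the share that was higher in A10-FMT rose from 39.7% to 56.2%, while 669 were called in both settings. In HFD against Con the split of 31 higher and 9 lower became 25 and 22. AOS against Con gave 8 genes, and 4 genes were decreased by HFD and increased by A10-FMT. In HFD against Con the medians changed sign for retinol metabolism (-0.0267), retinoid handling and signalling (-0.0267), biological oxidations (-0.0436) and male-biased genes (-0.0406). Those that changed sign in A10-FMT against HFD were retinol metabolism (0.0146), retinoid handling and signalling (0.0166), bile acid synthesis and transport (0.0429) and biological oxidations (0.0266). In AOS against Con the clock genes of the dark-to-light change did (-0.0457). Cholesterol and steroid synthesis in HFD against Con (-0.19, adjusted p = 0.0665 by limma camera) and triglyceride metabolism in A10-FMT against HFD (0.15, adjusted p = 0.0900) no longer passed the threshold.

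With a pseudocount of 0.1, Con-FMT against HFD gave 2 genes and 1 gene was decreased by HFD and increased by A10-FMT. With no low-value filter, HFD against Con gave 26 genes, Con-FMT against HFD 2 and A10-FMT against Con-FMT 100. At the paper's cut-offs A10-FMT against HFD gave 22, and 1 gene was increased by HFD and decreased by A10-FMT. In that setting, triglyceride metabolism in A10-FMT against HFD (0.11, adjusted p = 0.0568 by limma camera) and retinol metabolism in Con-FMT against HFD (-0.0187, adjusted p = 0.0866) did not pass, and the medians of female-biased genes in HFD against Con (0.0322) and of fasting genes in A10-FMT against HFD (-0.00246) changed sign.

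In the fit of only the groups compared, the numbers of genes were 2 in HFD against Con, 78 in A10-FMT against HFD, 2 in Con-FMT against HFD, 4 in A10-FMT against Con-FMT, 41 in AOS against Con and 435 in HFD+AOS against HFD. At the paper's cut-offs they were 1 in HFD against Con and 4 in A10-FMT against HFD. The effect of AOS differed between diets for 137 genes, and 1 gene (Cyp4a14) was increased by HFD and decreased by A10-FMT. With the replicate block, HFD against Con gave 5 genes, Con-FMT against HFD 2 and A10-FMT against HFD 704, and 0 genes were increased by HFD and decreased by A10-FMT (365 at an unadjusted p under 0.05).

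Under limma's fry, lists that camera had placed past the threshold did not pass. In HFD against Con these were cholesterol and steroid synthesis (-0.13, adjusted p = 0.821), fatty acid synthesis and desaturation (-0.15, 0.818), feeding (-0.55, 0.309) and acute phase (-0.74, 0.0611). By limma's fry in A10-FMT against HFD, they were triglyceride metabolism (0.11, adjusted p = 0.740) and cholesterol and steroid synthesis (-0.64, 0.435). In Con-FMT against HFD, by limma's fry, they were retinol metabolism (-0.14, adjusted p = 0.679), lipid catabolism (0.13, 0.679), triglyceride metabolism (0.0693, 0.755), biological oxidations (-0.0828, 0.740) and the clock genes of the dark-to-light change (-0.49, 0.0611). Of the 15 closing tests past the threshold, 9 passed by fry and 8 with an estimated inter-gene correlation. In A10-FMT against Con-FMT it was acute phase (-0.28, adjusted p = 0.538 by limma's fry), and in AOS against Con acute phase (-0.75, 0.0560) and male-biased genes (-0.24, 0.176). With the estimated inter-gene correlation, the same lists did not pass, nor did fasting genes in AOS against Con (0.71, adjusted p = 0.109 by limma camera), nor lipid catabolism (0.25, adjusted p = 0.889 by limma camera) and bile acid synthesis and transport (0.21, 0.889) in HFD against Con.

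With the third libraries of Con and AOS left out, the numbers were 0 in HFD against Con (1076 at an unadjusted p under 0.05), 395 in A10-FMT against HFD, 82 in A10-FMT against Con-FMT, 0 in AOS against Con and 496 in HFD+AOS against HFD. At the paper's cut-offs A10-FMT against HFD gave 20, the effect of AOS differed between diets for 15 genes, and 0 genes were increased by HFD and decreased by A10-FMT. The medians of male-biased (-0.0505) and female-biased genes (0.11) in HFD against Con changed sign.

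At an adjusted p under 0.05 with an absolute log2 ratio of at least 1, HFD against Con gave 8 genes and A10-FMT against HFD 89. For the list without its Cyp and Ugt families, retinol metabolism had medians of 0.0733 in A10-FMT against HFD and 0.0619 in Con-FMT against HFD. By fold change alone, 6 genes were decreased by HFD and increased by A10-FMT, and 7 were increased by HFD and decreased by A10-FMT.

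With single libraries left out, the numbers of genes went from 0 (without Con replicate 1) to 178 (without Con replicate 2) in HFD against Con, from 271 (without A10-FMT replicate 2) to 1218 (without A10-FMT replicate 3) in A10-FMT against HFD, from 1 to 13 (without HFD replicate 1) in Con-FMT against HFD, and from 51 (without Con-FMT replicate 2) to 564 (without A10-FMT replicate 3) in A10-FMT against Con-FMT. They went from 0 (without AOS replicate 3) to 132 (without Con replicate 2) in AOS against Con, and from 320 (without HFD replicate 3) to 1282 (without HFD replicate 1) in HFD+AOS against HFD. At the paper's cut-offs they went from 0 to 10 (without Con replicate 2), from 18 (without A10-FMT replicate 1) to 74 (without A10-FMT replicate 3), and from 0 to 1 (without Con-FMT replicate 2). The difference between diets went from 29 (without Con replicate 3) to 186 (without HFD replicate 1). Genes decreased by HFD and increased by A10-FMT went from 0 to 4 (without Con replicate 2), and those increased by HFD and decreased by A10-FMT from 0 (without Con replicate 1, 185 at an unadjusted p under 0.05) to 12 (without Con replicate 2). The correlation of the fold changes went from -0.284 (without HFD replicate 1) to -0.101 (without Con replicate 2).

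Among the genes, Scd1 in A10-FMT against HFD went from -1.23 (without HFD replicate 1) to 0.48 (without HFD replicate 3), and Fads1 in HFD against Con from -0.11 (without HFD replicate 3) to 0.43 (without HFD replicate 1). Of the list medians in HFD against Con, retinol metabolism went from -0.0190 (without HFD replicate 2) to 0.11 (without Con replicate 2), biological oxidations from -0.0309 (without Con replicate 1) to 0.10 (without HFD replicate 1), fatty acid synthesis and desaturation from -0.24 (without Con replicate 1) to -0.0143 (without HFD replicate 1), and cholesterol and steroid synthesis from -0.30 (without HFD replicate 2) to 0.0178 (without HFD replicate 1). Late-light clock genes went from -0.18 (without Con replicate 1) to 0.0478 (without Con replicate 2), male-biased genes from -0.14 (without HFD replicate 1) to 0.0430 (without HFD replicate 2), and female-biased genes from 0.00792 (without Con replicate 1) to 0.31 (without Con replicate 2).

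Between A10-FMT and HFD livers, retinol metabolism went from -0.0580 (without HFD replicate 1) to 0.0289 (without HFD replicate 2), retinoid handling and signalling from -0.0672 (without A10-FMT replicate 3) to 0.0117 (without HFD replicate 2), and lipid catabolism from 0.0419 (without A10-FMT replicate 3) to 0.10 (without HFD replicate 1). Triglyceride metabolism went from 0.0402 (without A10-FMT replicate 2) to 0.15 (without HFD replicate 2), fatty acid synthesis and desaturation from -0.36 (without HFD replicate 1) to 0.0141 (without A10-FMT replicate 1), bile acid synthesis and transport from -0.0469 (without A10-FMT replicate 3) to 0.0574 (without A10-FMT replicate 1), and biological oxidations from -0.0537 (without HFD replicate 1) to 0.0318 (without HFD replicate 2). Fasting genes went from -0.40 (without HFD replicate 1) to 0.0841 (without HFD replicate 2) and feeding genes from -0.27 (without A10-FMT replicate 3) to 0.21 (without A10-FMT replicate 1).

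In Con-FMT against HFD, retinol metabolism went from -0.16 (without HFD replicate 1) to -0.0500 (without HFD replicate 2), triglyceride metabolism from 0.0527 (without HFD replicate 3) to 0.11 (without HFD replicate 1), cholesterol and steroid synthesis from -0.22 (without HFD replicate 1) to 0.0256 (without HFD replicate 2), and fatty acid synthesis and desaturation from -0.27 (without HFD replicate 1) to 0.0335 (without HFD replicate 3). Bile acid synthesis and transport went from 0.0440 (without HFD replicate 3) to 0.0799 (without Con-FMT replicate 3), and biological oxidations from -0.13 (without HFD replicate 1) to -0.0287 (without HFD replicate 2). In AOS against Con, the clock genes of the dark-to-light change went from -0.0210 (without AOS replicate 2) to 0.0918 (without Con replicate 2).

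Of 59 values of named genes, those that no longer passed the threshold were 27 in the fit of only the groups compared, 17 with the third libraries of Con and AOS left out, 10 with no low-value filter, 8 with the replicate block, 3 with each library's median set equal and 1 with a pseudocount of 0.1. With single libraries left out, the threshold was lost in 76 of 354 fits of these values and gained in 5, and the sign changed in 7.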

Differences from the paper's values

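The setting of fold change alone was chosen only after the result was seen.

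The paper states that lipid metabolism pathways were enriched among genes decreased by HFD and increased by A10-FMT. Here 0 of the 9 genes decreased by HFD were in the lists of lipid catabolism and triglyceride metabolism, and the median of lipid catabolism rose by 0.25 in HFD. Of the 275 genes increased by A10-FMT, 3 were in lipid catabolism and 5 in triglyceride metabolism (Fisher's exact test, adjusted p = 0.719 and 0.151). With each library's median set equal they were 8 and 7 of 609 (adjusted p = 0.416 for both by Fisher's exact test, unadjusted p = 0.0390 and 0.0385), and without HFD replicate 1, 7 were in lipid catabolism. The set of genes decreased by HFD and increased by A10-FMT was empty. No setting tried over all genes placed a lipid catabolism gene among those decreased by HFD, while 2 members were lower when adjusted over the list alone. By fold change alone, 3 of 54 genes decreased by HFD were of fatty acid synthesis and desaturation (Acacb, Scd1 and Thrsp, in part named after their values were seen, Fisher's exact test, adjusted p = 0.00269) and 4 of biological oxidations (adjusted p = 0.0163), and none of the lists was enriched among the 56 genes increased by A10-FMT.

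The paper states that retinol metabolism was enriched among genes increased by HFD and decreased by A10-FMT. Here the list had 0 of the 31 genes increased by HFD and 4 of the 418 decreased by A10-FMT (Fisher's exact test, adjusted p = 1.00 and 0.719). Fold change alone reached the paper's result, with 3 of 19 genes (Fisher's exact test, adjusted p = 0.00183), 7 of 77 (adjusted p = 1.19e-05) and 3 of the 7 genes in both sets (adjusted p = 0.000145). Of 100 simulations of unchanged groups with shared libraries, 19 gave at least 7 such genes. The retinol list also made up 5 of 54 genes decreased by HFD, the opposite direction (Fisher's exact test, adjusted p = 0.000272). Cholesterol and steroid synthesis, which shares no gene with it there, held 6 of the 77 (adjusted p = 1.86e-06 by Fisher's exact test) and 0 of the 19 and of the 7. Lipid catabolism (3 of the 19 and 2 of the 7, adjusted p = 0.00183 and 0.00513 by Fisher's exact test) and biological oxidations (6 of the 77, adjusted p = 0.00183) were enriched mostly through Cyp genes of the retinol list. Without Con replicate 2, 3 members were among the genes increased by HFD.

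The paper's Fig. 4C gives terms for genes that HFD decreased and that A10-FMT or Con-FMT increased. Here 0 genes were decreased by HFD and increased by Con-FMT (35 at an unadjusted p under 0.05 in both). In Con-FMT against HFD by itself, 0 genes were higher in Con-FMT, against 1 with a pseudocount of 0.1 and 1 with the replicate block.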

Other observations

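The tests of length and GC trends in HFD against Con, of simulated groups without the third Con and AOS libraries, of a computed mean, of a mixture and of an acute phase response in 1 Con mouse were chosen only after the result was seen.

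Replicate 3 of Con and of AOS may be a mixture of RNA of replicates 1 and 2. The larger residual from a weighted mean was 0.0769, against 0.338 at the least in the 12 libraries of the other groups. A mean computed from the values could have left no gene above 0 where both others were 0, but 282 such genes in AOS and 326 in Con had a value. The residual of 0.0769 leaves open how a mixture could have come about.

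Clock genes differed between A10-FMT and HFD livers. Those with high RNA near the dark-to-light change fell by 1.51 at the median, and those with high RNA late in the light phase rose by 1.92 (limma camera, adjusted p = 2.66e-10 and 1.24e-21, and 0.0302 and 0.0222 with an estimated inter-gene correlation). Dbp went from 0.473 ± 0.177 RPKM (SD, n = 3) in HFD to 82.3 ± 40.1 (SD, n = 3) in A10-FMT, and was 0.640 ± 0.0529 (SD, n = 3) in Con and 14.1 ± 9.89 (SD, n = 3) in Con-FMT. Con-FMT moved the same way by -0.49 (-0.69 without Con-FMT replicate 2, -0.28 without Con-FMT replicate 3) and 0.71 (0.98 and 0.55), and HFD against Con did not change (0.17 and -0.07). All 17 of the 17 clock genes tested moved as a later hour of collection needs, so that different hours of collection could explain the change, and an effect of the transplant on the clock could as well. The paper's text does not discuss the clock, although Fig. 4C lists circadian terms, and it does not give the hour. Of the 693 genes changed by A10-FMT, 16 were clock genes of these lists, and how many others follow the hour is unknown.

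Acute phase genes fell by 0.74 at the median in HFD against Con, with 23 of 26 lower (limma camera, adjusted p = 2.73e-17, and 0.0611 by fry), from -1.24 without Con replicate 2 to -0.41 without Con replicate 1. In AOS against Con they fell by 0.75 (0.0560 by fry). The mean of the list in log2 was 9.38, 7.52 and 8.95 in the Con livers and 7.01, 7.55 and 7.00 in the HFD livers. An acute phase response in 1 Con mouse could explain this, since Con replicate 2, at 7.52, lay within the HFD livers and Con replicate 3 followed a mixture. Saa1 had 6421.65, 296.14 and 3569.84 RPKM in Con and from 43.18 to 155.55 in HFD. The reads of Saa1 and Saa2 may not be separable.

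Fasting genes rose by 0.62 at the median in HFD against Con, with 15 of 15 higher (limma camera, adjusted p = 4.35e-08, and 0.00143 by fry), and feeding genes fell by 0.55 (adjusted p = 1.69e-05, and 0.309 by fry), from -0.63 without Con replicate 1 to -0.18 without HFD replicate 1. Of the 15 fasting genes, 8 were higher in A10-FMT than in HFD, and adjusted over the list alone 3 were higher and 6 lower. The mean of the list was 4.51, 4.57 and 4.86 in the A10-FMT livers, below all HFD livers, while the median change was 0.00 (limma camera, adjusted p = 0.384) and the feeding list overlapped between the groups. With members that went both ways, a different feeding state and none cannot be told apart there. In AOS against Con, where AOS was taken to be on the regular diet, fasting genes rose by 0.71, with 15 of 15 higher (limma camera, adjusted p = 4.17e-05, 0.00706 by fry and 0.109 with an estimated inter-gene correlation), and feeding genes did not fall (0.33). The mean of the fasting list in log2 was 4.14, 4.50 and 4.39 in the Con livers, 5.04, 5.25 and 5.53 in HFD and 5.17, 4.92 and 5.06 in AOS. Both groups thus lay above the same Con livers, and the cause is left open.

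Male-biased genes had 12 of 23 and female-biased genes 6 of 13 higher in HFD than in Con, so a change of the sex-biased programme and none cannot be told apart. The Y-linked gene Ddx3y had from 10.1 to 13.6 RPKM in the 12 livers. In 0 of 12 comparisons did the groups separate by genes of pancreas, blood, fat or muscle, of which 1, 9, 2 and 1 were tested. Their RPKM summed to 31.24 to 53.44 for pancreas, 1078 to 4086 for blood, 2055 to 4375 for fat and 0.23 to 2.22 for muscle. Other tissue in some samples and none cannot be told apart by these values.

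The counts of genes could rest on the grouping of few livers. Of the 10 splits, as many genes changed in 1 for HFD against Con, in 1 for A10-FMT against HFD, in 4 for Con-FMT against HFD and in 1 for A10-FMT against Con-FMT. For the gene lists, the splits with as many were 2, 5 and 5 for the first 3 of these comparisons, and at the paper's cut-offs 1 for A10-FMT against HFD. An effect of the treatments and luck in the grouping cannot be told apart by these splits. The 10 and 10 splits with as many at the cut-offs in HFD against Con and Con-FMT against HFD decide nothing, since 0 genes reached them. In simulations of unchanged groups, 0 of 100 gave as many as the 693 genes of A10-FMT against HFD (77 at the most). With the third Con and AOS libraries left out, 0 of 100 reached its 395 genes (6 at the most) and 2 of 100 the 82 of A10-FMT against Con-FMT, so that the spread between libraries alone does not account for these. The 1 gene of Con-FMT against HFD was reached by 3 of 100, and luck stays open there by the 4 splits. For HFD against Con, 0 of 100 gave as many as the 40 genes with the 3 Con livers taken as independent, and without the third Con and AOS libraries there were 0 genes to test. Trends with transcript length and GC content do not account for the changes in A10-FMT against HFD, where 917 and 1044 genes changed with these removed, against 699 of the same genes before. In HFD against Con, 42 and 25 genes changed with these removed, against 40 before, so that a trend with length does not account for the 40, while one with GC content could account for a part.

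The genes that the paper names for the liver had these transcripts. Nr1h4, which encodes FXR, had 59.5 ± 5.58 RPKM (SD, n = 3) in Con, 65.1 ± 7.54 (SD, n = 3) in HFD, 60.5 ± 3.89 (SD, n = 3) in Con-FMT and 85.8 ± 12.2 (SD, n = 3) in A10-FMT, with log2 fold changes of 0.13 in HFD against Con (limma, adjusted p = 0.598) and 0.39 in A10-FMT against HFD (adjusted p = 0.0377, from 0.00548 to 0.225 over 12 alternatives). Rbp4 changed by 0.16 (limma, adjusted p = 0.481) and 0.43 (adjusted p = 0.0261, from 0.0126 to 0.156 over 12 alternatives), and Rxra by 0.16 (adjusted p = 0.370) and 0.12 (adjusted p = 0.384). Scd1 fell by 3.01 in HFD against Con (limma, adjusted p = 0.155) and by 0.13 in A10-FMT against HFD (adjusted p = 0.952). The former change went from -3.63 without HFD replicate 3 to -1.92 without HFD replicate 1. Fads1 changed by 0.11 (limma, adjusted p = 0.893) and -0.22 (adjusted p = 0.670). Dhrs9 had from 0.02 to 0.16 RPKM in the 12 livers and was not tested. The paper reports FXR protein, by staining, as increased by HFD and decreased by A10-FMT. The Nr1h4 transcript went the other way in A10-FMT against HFD, though RNA and protein are unlike measures.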
